# *Trans*-vaccenic acid reprograms CD8^+^ T cells and anti-tumour immunity

**DOI:** 10.1038/s41586-023-06749-3

**Published:** 2023-11-22

**Authors:** Hao Fan, Siyuan Xia, Junhong Xiang, Yuancheng Li, Matthew O. Ross, Seon Ah Lim, Fan Yang, Jiayi Tu, Lishi Xie, Urszula Dougherty, Freya Q. Zhang, Zhong Zheng, Rukang Zhang, Rong Wu, Lei Dong, Rui Su, Xiufen Chen, Thomas Althaus, Peter A. Riedell, Patrick B. Jonker, Alexander Muir, Gregory B. Lesinski, Sarwish Rafiq, Madhav V. Dhodapkar, Wendy Stock, Olatoyosi Odenike, Anand A. Patel, Joseph Opferman, Takemasa Tsuji, Junko Matsuzaki, Hardik Shah, Brandon Faubert, Shannon E. Elf, Brian Layden, B. Marc Bissonnette, Yu-Ying He, Justin Kline, Hui Mao, Kunle Odunsi, Xue Gao, Hongbo Chi, Chuan He, Jing Chen

**Keywords:** Cancer metabolism, Immunosurveillance

## Abstract

Diet-derived nutrients are inextricably linked to human physiology by providing energy and biosynthetic building blocks and by functioning as regulatory molecules. However, the mechanisms by which circulating nutrients in the human body influence specific physiological processes remain largely unknown. Here we use a blood nutrient compound library-based screening approach to demonstrate that dietary *trans*-vaccenic acid (TVA) directly promotes effector CD8^+^ T cell function and anti-tumour immunity in vivo. TVA is the predominant form of *trans*-fatty acids enriched in human milk, but the human body cannot produce TVA endogenously^1^. Circulating TVA in humans is mainly from ruminant-derived foods including beef, lamb and dairy products such as milk and butter^2,3^, but only around 19% or 12% of dietary TVA is converted to rumenic acid by humans or mice, respectively^4,5^. Mechanistically, TVA inactivates the cell-surface receptor GPR43, an immunomodulatory G protein-coupled receptor activated by its short-chain fatty acid ligands^6–8^. TVA thus antagonizes the short-chain fatty acid agonists of GPR43, leading to activation of the cAMP–PKA–CREB axis for enhanced CD8^+^ T cell function. These findings reveal that diet-derived TVA represents a mechanism for host-extrinsic reprogramming of CD8^+^ T cells as opposed to the intrahost gut microbiota-derived short-chain fatty acids. TVA thus has translational potential for the treatment of tumours.

## Abstract (web summary)

A screen of nutrient-derived compounds identified *trans*-vaccenic acid as a promoter of effector T cell function, and functional assays demonstrate that this occurs via inactivation of GPR43 on T cells.

## Main

Diet-related nutritional availability represents a crucial element in the environmental influences that have shaped human physiology during millions of years of human evolution, which has witnessed substantial dietary changes that are associated with physiological and pathological adaptions in human^9^. However, despite extensive studies on links between diet and human health and disease, little is known about how the circulating diet-derived nutrients affect specific human physiological and pathological processes. The main reason is that mechanistic studies to decipher such links are difficult owing to the vast diversity of foods and the high complexity of diet metabolism at organismal levels. We thus approached this dilemma by assembling a blood nutrient compound library and performed screens to initially identify dietary nutrients that influence anti-tumour immunity. Here, we report that dietary TVA (also known as (11*E*)-octadec-11-enoic acid), promotes tumour-infiltrating and cytotoxic functions of effector CD8^+^ T cells, leading to enhanced anti-tumour immunity in vivo.

Our integrated temporal genomics and protein phosphorylation analyses reveal that the cell-surface receptor GPR43 is a target of TVA. GPR43 (also known as free fatty acid receptor 2 (FFAR2)) is a short-chain fatty acid (SCFA)-binding G-protein-coupled receptor (GPCR) that is activated by its agonists—including acetate, propionate and butyrate—which are SCFAs produced during dietary fibre fermentation by resident bacteria in gut microbiota^10^. GPR43 couples with both Gα_i_ and Gα_q_ (ref. ^11^). GPR43 is suggested to be involved in anti-inflammation by mediating functions of its SCFA agonists including propionate^6,7^. Although it has been reported that SCFAs require GPR41 and GPR43 to establish memory CD8^+^ T cells with optimized recall responses^8^, GPR41 and GPR43 have also been shown to be dispensable for SCFAs to promote CD8^+^ T cell anti-tumour activity^12,13^. However, whether GPR43 functions as a sensor of long-chain fatty acids in the regulation of effector CD8^+^ T cell function remains unknown. Here, we show that TVA—a long-chain fatty acid—attenuates Gα_i_-coupling GPR43 activity and leads to increased cAMP levels, which antagonizes the overall negative effects of SCFAs on cAMP to enhance effector CD8^+^ T cell function.

## Nutrients that enhance T cell function

There are around 633 circulating ‘nutrients’ (Supplementary Table 1), including inorganic compounds, organic metabolites, lipids, dietary supplements and proteins. Our blood nutrient library for cell-based screens contains 255 compounds (Supplementary Table 2) that are commercially available. We excluded proteins that have been extensively studied and some supplements that only function at the organismal level, such as fish oils and herbs. The reported physiological range of serum levels and working levels (approximately two times the highest reported serum level) in the screens of individual nutrients are included in Supplementary Table 2. The initial screen (1a) was used to identify nutrients that enhance activation of Jurkat T cells stimulated by CD3 and CD28 antibodies (anti-CD3/CD28) (Fig. 1a, top). Screen 1b was used to identify nutrients that rescue PD-L1–PD-1 dependent exhaustion of Jurkat T cells stably expressing PD-1 induced by co-cultured PD-L1-expressing human H596 lung cancer cells (Fig. 1a, bottom). The results of the two screens are shown in Supplementary Tables 3 and 4. Six overlapping top candidates were further examined in the second screen using mouse primary T cells, and CD4^+^ or CD8^+^ T cells (Extended Data Fig. 1a and Supplementary Table 5). TVA was ranked top and was further confirmed to enhance IL-2 production from mouse and human primary T cells (Extended Data Fig. 1b,c) and rescue PD-L1–PD-1-dependent exhaustion of Jurkat T cells induced by co-cultured PD-L1-expressing human cancer cells (Extended Data Fig. 1d), as indicated by reversed inhibition of IL-2 production.

**Fig. 1:**
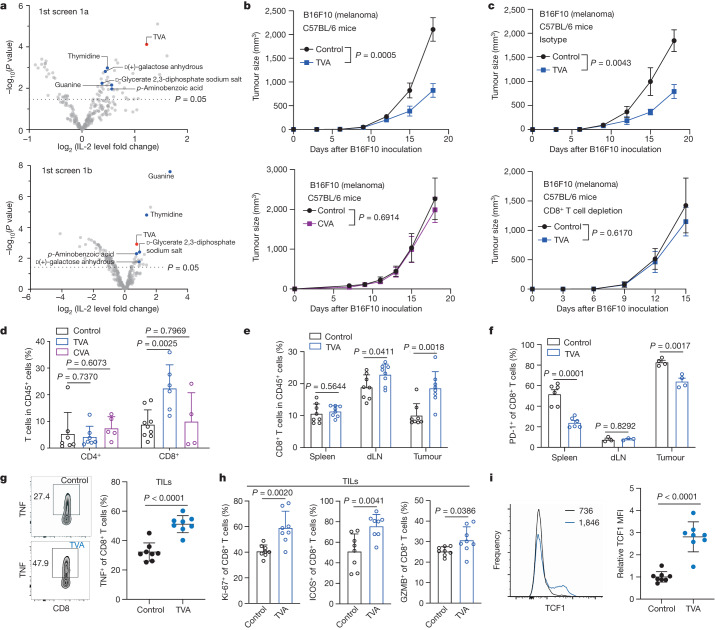
Dietary TVA enhances anti-tumour immunity through effector CD8^+^ T cells. **a**, Scatter plot showing a summary of the initial screens (*n* = 4) to identify nutrients that enhance Jurkat T cell activation (1a, top) or reverse PD-L1–PD-1 mediated PD-1^+^ Jurkat T cell exhaustion induced by co-cultured H596 (PD-L1^+^) human lung cancer cells (1b, bottom). Fold change of IL-2 was obtained by comparing IL-2 production in the treated group to the control group. **b**, Effect of TVA-enriched diet (top) (*n* = 8) or CVA-enriched diet (bottom) (*n* = 10) on B16F10 tumour growth in C57BL/6 mice. **c**, Effect of TVA-enriched diet on B16F10 tumour growth in C57BL/6 mice treated with isotype control (top) or depleting CD8 (bottom) antibodies (*n* = 5). **d**, The percentage of CD4^+^ (control and TVA *n* = 7, CVA *n* = 5) and CD8^+^ (control *n* = 9, TVA *n* = 6, CVA *n* = 4) T cells among intratumoral CD45^+^ cells. **e**, The percentage of CD8^+^ T cells among spleen, dLN and intratumoral CD45^+^ cells (*n* = 8). **f**, PD-1 expression among CD8^+^ T cells in spleen (*n* = 6), dLN (*n* = 3) and tumour (*n* = 4). **g**, Flow cytometry-based quantification of TNF-positive cells among intratumoral CD8^+^ T cells after in vitro stimulation with phorbol myristate acetate (PMA) and ionomycin (*n* = 8). **h**, Quantification of Ki-67^+^ (left), ICOS^+^ (middle) and GZMB^+^ (right) cells among intratumoral CD8^+^ T cells (*n* = 8). **i**, Flow cytometry and quantification of TCF1 expression among intratumoral CD8^+^ T cells (*n* = 8). MFI, mean fluorescence intensity. Data are mean ± s.e.m (**b**,**c**) or mean ± s.d. (**d**–**i**). Two-way ANOVA (**b**,**c**) or Student’s two-sided unpaired *t-*test (**a**,**d**–**i**). Source Data

## Dietary TVA enhances anti-tumour immunity

We found that TVA treatment enhanced the cytotoxicity of mouse melanoma B16F10 cells mediated by co-cultured mouse pmel-1-specific T cells (Extended Data Fig. 1e), whereas TVA did not alter B16F10 cell proliferation or apoptosis (Extended Data Fig. 1f), suggesting that TVA functions through T cells. In addition, the tumour growth potential of immunogenic B16F10 cells was significantly attenuated in syngeneic mice fed with TVA-enriched diet, compared to mice fed with control diet (Fig. 1b, top and Extended Data Fig. 1g). By contrast, the control group fed with either *cis*-vaccenic acid (CVA)-enriched diet or control diet did not show differences in tumour growth potential of B16F10 cells (Fig. 1b, bottom). The TVA and CVA diets did not alter body weights of mice (Extended Data Fig. 1h). Similar results were obtained using immunogenic MC38 colon cancer or E0771 breast cancer cells in syngeneic mice, but not in mice inoculated with poorly immunogenic LLC1 lung cancer cells (Extended Data Fig. 1i–k). Furthermore, TVA diet had minimal effects on B16F10 tumour growth in syngeneic immune-deficient nude mice, and in T cell receptor-α knockout mice (Extended Data Fig. 1l,m), or mice whose CD8^+^ T cells were depleted with CD8α antibodies (Fig. 1c; depletion efficiency shown in Extended Data Fig. 1n). Together, these data indicate that TVA promotes anti-tumour immunity through regulation of CD8^+^ T cells.

## TVA enhances CD8^+^ T cell function

We next analysed B16F10 tumours 11–15 days after implantation, when tumours were similar in volume (Extended Data Fig. 2a). Quantitative NMR-based measurement revealed that the mean serum TVA concentration is approximately 386 μM, and the mean TVA concentration in tumour interstitial fluid (TIF) is approximately 48 μM (Extended Data Fig. 2b). Flow cytometry analyses revealed that TVA diet, but not control CVA diet, results in an increased CD8^+^ T cell population in tumour-infiltrating lymphocytes (TILs). By contrast, the CD4^+^ T cell population in TILs was not altered (Fig. 1d). TVA diet also markedly increased tumour-infiltrating populations of neutrophils and monocytes, but not dendritic cells or macrophages (Extended Data Fig. 2c). Further, TVA diet did not alter populations of these myeloid cells in spleens or draining lymph nodes (dLNs) (Extended Data Fig. 2d,e).

The TVA diet had no effects on conventional CD4^+^ T cell or CD4^+^FOXP3^+^ regulatory T (T_reg_) cell (Extended Data Fig. 2f,g) populations in spleens, dLNs and tumours from B16F10 tumour-bearing mice. By contrast, TVA diet resulted in a larger percentage of CD8^+^ T cells as a fraction of the CD45^+^ leukocytes infiltrated in B16F10 tumours and dLNs but not spleens (Fig. 1e). Dietary TVA reduced exhaustion of CD8^+^ T cells in tumours and spleens, but not in dLNs, as indicated by decreased expression levels of the exhaustion markers PD-1 (Fig. 1f) and LAG-3 (Extended Data Fig. 2h). Further analysis of tumour-infiltrating CD8^+^ T cells with additional representative markers revealed that dietary TVA promotes CD8^+^ T cell function with increased levels of cytokines including IL-2, IFNγ (Extended Data Fig. 2i,j) and TNF (Fig. 1g), the proliferation marker Ki-67, the co-stimulatory receptor ICOS and the cytolytic molecule GZMB (Fig. 1h), as well as the stem-like CD8^+^ T cell survival marker TCF1 (ref. ^14^) (Fig. 1i) but reduced expression level of the exhaustion marker TOX (Extended Data Fig. 2k). Similar results were obtained using tumour-infiltrating CD8^+^ T cells isolated from MC38 tumours (Extended Data Fig. 2l). By contrast, the TVA diet had no effects on CD4^+^ and CD8^+^ T cell population and function in non-tumour-bearing mice (Extended Data Fig. 2m), suggesting that the effects of dietary TVA on T cells probably depends on the induction of immune responses. Together, these results suggest that dietary TVA promotes accumulation and function of tumour-infiltrating CD8^+^ T cells.

By contrast, CVA diet did not alter the circulating TVA levels in mice (Extended Data Fig. 3a, left), and CVA diet in vivo or CVA treatment in vitro had minimal effects on CD8^+^ T cell function (Extended Data Fig. 3a–e). Consistent with these findings, anti-CD3/CD28-stimulated primary CD8^+^ T cells treated with TVA in vitro increased in cell number, with increased expression of Ki-67, TNF and IFNγ (Extended Data Fig. 4a,b), but decreased apoptosis, increased BCL-2 expression and decreased active caspase-3 levels (Extended Data Fig. 4c). By contrast, TVA-treated primary CD4^+^ T cells in vitro showed increased IL-2 production but unaltered production of effector molecules including TNF and IFNγ, proliferation and apoptosis (Extended Data Fig. 4d). Collectively, these results suggest that TVA selectively enhances function of stimulated CD8^+^ T cells.

## TVA signals through a GPCR–CREB axis

We next determined whether TVA functions in an extracellular or intracellular manner. Quantitative mass spectrometry detected isotope-labelled [^13^C]TVA imported from the medium to mouse primary CD8^+^ T cells in a dose-dependent manner, whereas the CD36 inhibitor sulfosuccinimidyl oleate (SSO) reduced import of [^13^C]TVA (Extended Data Fig. 4e). However, SSO treatment did not affect TVA-enhanced CD8^+^ T cell activation (Extended Data Fig. 4f), and withdrawal of TVA from the culture medium abolished TVA-enhanced CD8^+^ T cell activation, suggesting that the effects of TVA are probably extracellular and reversible (Extended Data Fig. 4g). We then performed an isotope-tracing experiment to examine whether intracellular [^13^C]TVA is broken down by fatty acid β-oxidation and incorporated in citrate (Extended Data Fig. 4h). When primary mouse CD8^+^ T cells were cultured with full glucose and treated with [^13^C]TVA, there was no labelling of [^13^C]TVA to citrate, whereas ^13^C labelling of citrate was detected in cells treated with control [^13^C]palmitate. Similar results were obtained using cells under a glucose-deprivation condition. We also tested whether intracellular TVA is broken down to participate the TCA cycle (Extended Data Fig. 4i). TVA treatment did not alter the oxygen consumption rate (OCR) of CD8^+^ T cells in the presence or absence of the CPT1a inhibitor etomoxir, whereas the control palmitic acid treatment resulted in increased OCR that was abolished by etomoxir. Together, these data indicate that TVA primarily functions outside of CD8^+^ T cells, whereas intracellular TVA is not broken down for CD8^+^ T cell metabolism.

We investigated the effects of TVA on human or mouse primary CD8^+^ T cells using integrated, temporal mechanistic studies, including: (1) the kethoxal-assisted single-stranded DNA sequencing (KAS-seq) approach^15^ to identify the initial (20 min–2 h) effect of TVA on cells by capturing global transcription dynamics; (2) phospho-antibody array to identify early (40 min–24 h) cellular signalling changes; and (3) the RNA-sequencing (RNA-seq) approach (at 24 h), for whole-transcriptome analysis. Functional enrichment of the top-ranking altered gene bodies from the genome-scale KAS-seq results (Extended Data Fig. 5a,b) revealed GPCR activities among the top-enriched ontologies in TVA-treated CD8^+^ T cells (Fig. 2a and Extended Data Fig. 5c). Consistent with this finding, we observed increased phosphorylation of the transcription factor CREB—a common downstream effector of GPCRs^16^—as early as 40 min after TVA treatment (Fig. 2b and Extended Data Fig. 5d; full phospho-antibody array data in Supplementary Table 6). We confirmed the increased phosphorylated CREB (p-CREB) level in mouse primary CD8^+^ T cells treated with TVA by flow cytometry analysis (Extended Data Fig. 5e). Phosphorylation levels of STAT1—which is important for efficient expansion of CD8^+^ T cells^17^—were also increased by TVA. Increased p-CREB and p-STAT1 levels in tumour-infiltrating CD8^+^ T cells in B16F10 tumours from syngeneic mice fed on TVA were confirmed by flow cytometry analysis (Extended Data Fig. 5f).

**Fig. 2:**
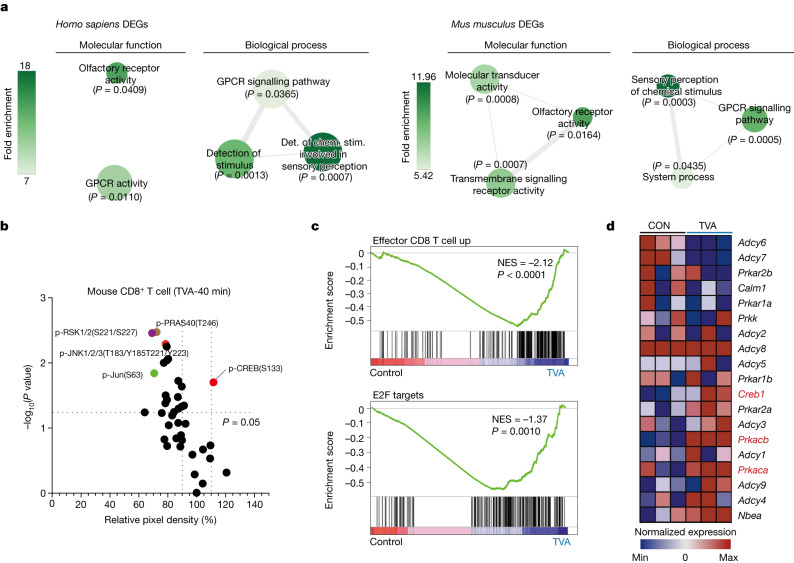
TVA has a regulatory function through a GPCR–CREB axis. **a**, Human or mouse primary CD8^+^ T cells were isolated, activated and treated with or without TVA for different durations, followed by integrated, temporal mechanistic studies. GO term enrichment graphs generated from KAS-seq differential analysis of *H. sapiens* (left) and *M. musculus* (right) CD8^+^ T cell gene bodies (treated with 20 μM TVA versus untreated). Specifically, gene bodies exhibiting differential single-stranded DNA (ssDNA) levels for all timepoints (cut-off for individual timepoints of *P* < 0.4 (*H. sapiens*) or *P* < 0.5 (*M. musculus*)) are shown. Colour indicates fold-enrichment and size of GO term circles denotes the number of differentially expressed genes (DEGs) from KAS-seq data for that term. *n* = 3. Det. of chem. stim., determination of chemical stimulation. **b**, Scatter plot of a phospho-antibody array representing relative pixel density after TVA treatment for 40 min versus corresponding −log_10_(*P* value). Phosphoproteins with relative pixel density greater than 110% or less than 90% with *P* < 0.05 are highlighted (*n* = 3). **c**, GSEA of upregulated effector CD8^+^ T cells (top) and E2F targets (bottom) induced by TVA treatment in CD8^*+*^ T cells (*n* = 3). NES, normalized enrichment score. **d**, Heat map showing relative expression of PKA–CREB pathway genes in CD8^+^ T cells comparing TVA treatment group to the control ones (*n* = 3). Student’s two-sided unpaired *t*-test (**b**). Nominal *P* values were adjusted by the Benjamini–Hochberg method (**a**,**c**).

In addition, Gene Ontology (GO) enrichment analysis^18,19^ and global gene set enrichment analysis^20^ (GSEA) identified a set of upregulated signalling pathways that are responsible for the effects of TVA treatment on CD8^+^ T cells at 24 h, including T cell proliferation and activation, and a set of downregulated signalling pathways, including apoptosis (Extended Data Fig. 5g). Notably, TVA treatment enhanced expression of the genes enriched in effector CD8^+^ T cell function, E2F (Fig. 2c) and MYC pathways (Extended Data Fig. 5h), correlating with enhanced CD8^+^ T cell function and proliferation. TVA treatment also upregulated the expression of *Creb1* (which encodes CREB) and *Prkacb* and *Prkaca* (which encodes the catalytic subunits α and β, respectively, of cAMP-dependent protein kinase A (PKA)) (Fig. 2d), with increased mRNA and protein levels (Extended Data Fig. 5i,j), and *Tnf*, and downregulated *Lag3* and *Batf*, which are associated with T cell exhaustion (Extended Data Fig. 5i). Collectively, these results suggest that enhanced CD8^+^ T cell function induced by TVA is mediated through a GPCR–CREB pathway, with positive feedback augmenting expression of PKA and CREB at the gene level.

## TVA activates the cAMP–PKA–CREB pathway

We next sought to determine which pathways downstream of GPCRs are required for TVA function (the results are summarized in Extended Data Fig. 6a). Specific inhibitors targeting downstream effectors of GPCRs, including MEK1, NFAT and RHOA (Extended Data Fig. 6b–d) did not alter TVA-dependent CD8^+^ T cell activation. Effectiveness and selectivities of the inhibitors are shown in Extended Data Fig. 6e. By contrast, treatment with SCH-202676 hydrobromide, a sulphydryl-reactive compound that blocks agonist and antagonist binding to GPCRs, abolished TVA-enhanced activation of CD8^+^ T cells (Extended Data Fig. 7a). Consistent with this finding, TVA treatment increased levels of cAMP in CD8^+^ T cells (Extended Data Fig. 7b), and treatment with the PKA inhibitor H-89 abolished TVA-enhanced activation of CD8^+^ T cells (Extended Data Fig. 7c).

Downstream PKA effectors include CREB^21^ and the lymphocyte-specific tyrosine kinase LCK^22^, that are reported to positively and negatively regulate T cell activation, respectively. We found that TVA treatment promotes phosphorylation of CREB but not LCK (Extended Data Fig. 7d). In addition, treatment with the CREB inhibitor 666-15 markedly reduced TVA-enhanced activation of CD8^+^ T cells (Extended Data Fig. 7e). Next, we found that treatment with 666-15 alone reduced B16F10 cell proliferation and tumour growth (Extended Data Fig. 7f,g), and combined treatment with 666-15 and TVA diet resulted in a significant rescue of tumour growth potential of B16F10 syngeneic mice compared with mice treated with TVA diet alone to a similar level to that of mice treated with 666-15 alone (Extended Data Fig. 7g). These results suggest that CREB inhibition antagonizes the effects of dietary TVA on anti-tumour immunity.

Furthermore, treatment with cell-permeable 8-bromo-cAMP increased the amount of p-CREB in CD8^+^ T cells in a dose-dependent manner, similar to TVA (Extended Data Fig. 7h). CRISPR–Cas9-mediated knockout of CREB in OT-I cells attenuated TVA-enhanced cell proliferation, Ki-67 level, and TNF and IFNγ production, and attenuated the reduction in apoptosis in response to TVA (Extended Data Fig. 7i). Similarly, activation of mouse primary CD8^+^ T cells by 8-bromo-cAMP could not be further altered by TVA (Extended Data Fig. 7j). In addition, as shown in Extended Data Fig. 7k, *Creb1* knockout in OT-I cells abolished the TVA-enhanced cytotoxic effects of OT-I cells on co-cultured B16-OVA cells.

## The effects of TVA require CREB

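Mouse primary CD8+ T cells were isolated, activated and transfected with a non-targeting control siRNA (siNTC) or an siRNA against *Creb1* (si*Creb1*). They were then cultured with or without 20 μM TVA for 24 h, and RNA of 3 libraries in each of the 4 groups was sequenced. *Creb1* (ENSMUSG00000025958), the gene that the knockdown targets, lies on chromosome 1 of GRCm38 from 64532645 to 64604548. Its expression was 10.6 ± 0.359 FPKM (SD, n = 3) in siNTC cells and 11.8 ± 0.711 FPKM (SD, n = 3) in siNTC plus TVA cells. It was 1.42 ± 0.314 FPKM (SD, n = 3) in si*Creb1* cells and 1.55 ± 0.338 FPKM (SD, n = 3) in si*Creb1* plus TVA cells. The 6 libraries with siNTC lay between 10.3 and 12.4 FPKM and the 6 with si*Creb1* between 1.17 and 1.81 FPKM (exact permutation test over the 924 divisions of the 12 libraries, two-sided, p = 0.00216). Knockdown left 13.4% of the *Creb1* FPKM in cells without TVA and 13.1% in cells with TVA. The log2 fold change of *Creb1* was −2.27 (standard error 0.11, Benjamini-Hochberg adjusted p = 2.21e-06 from limma's moderated test) in si*Creb1* against siNTC cells and −2.34 (Benjamini-Hochberg adjusted p = 2.45e-06 from limma) in the presence of TVA. With the replicate number as a block it was −2.27 (Benjamini-Hochberg adjusted p = 6.37e-05 from limma), where the deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.03. Limma-voom on the recovered reads moved the *Creb1* value most, to −2.92.

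The authors deposited FPKM values of 54532 genes for each library. The paper refers to an earlier study for the processing, and its text does not name the aligner, the counting program or the annotation release. FPKM multiplied by the listed gene length was a whole multiple of one step per library for at least 99.995% of the genes above 0, which gives the reads back. Between 16660234 and 24602484 reads per library were recovered, with a median of 20236123 in siNTC, 18439724 in siNTC plus TVA, 21995620 in si*Creb1* and 23616471 in si*Creb1* plus TVA cells. Between 19456 and 20993 genes per library were above 0, and the 10 highest genes held between 5.38% and 5.92% of the reads. The 11550 genes with a mean FPKM of at least 1 over the 12 libraries were tested on log2(FPKM + 1) with limma, in one fit that gave the 4 groups a common estimate of the spread. Fold changes on this scale understate the change of genes with low FPKM. A permutation test of 3 libraries against 3 cannot give a p below 0.1.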

We performed transcriptome-wide RNA-seq using CD8^+^ T cells with *Creb1-*knockdown control cells treated with non-targeting control (siNTC) short inhibitory RNA (siRNA) in the presence and absence of TVA. 

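Principal component analysis of the 12 libraries was computed from the log2(FPKM + 1) values of the tested genes, centred and scaled to unit variance. The first component held 24.3% of the variance and the second 14.9%. With the 500 most variable genes in place of all tested genes, the alternative that moved it most, the first component held 13.8%. On the first component the group means were −64 for siNTC, −34.7 for siNTC plus TVA, 42.9 for si*Creb1* and 55.8 for si*Creb1* plus TVA. On the second component they were −45.4, 62.7, −15.5 and −1.78 in the same order. On the plane of both components, si*Creb1* and si*Creb1* plus TVA libraries were a mean of 19.5 apart (14.6 to 25.5 over 9 pairs of libraries). The means for the other pairs of groups ranged from 110 to 128. Libraries of the same group were a mean of 5.23 to 14.7 apart, so the si*Creb1* groups were closer to each other than to either siNTC group but farther apart than replicates. Over all tested genes rather than 2 components, the mean distance between the si*Creb1* groups was 131, against 157 to 169 for the other pairs of groups and 122 to 139 within groups. These distances describe the libraries and were not tested.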

Principal component analysis revealed that cells treated with siRNA targeting Creb (si*Creb1*) in the presence and absence of TVA can be grouped together and are separated from the siNTC control cell group, or the group of control cells treated with TVA (Fig. 3a). GSEA analysis revealed that knockdown of CREB reverses TVA-dependent upregulation of gene sets related to effector CD8^+^ T cell function, and cell proliferation including E2F (Fig. 3b) and MYC pathways (Extended Data Fig. 8a).

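Gene lists written by hand from common knowledge of the pathways stood in for the gene sets of the paper, which were not used here. They held 98 E2F target genes, 57 MYC target genes and 44 effector CD8+ T cell genes, of which 98, 56 and 37 were tested. Each list was tested against all other genes with camera from limma, and its p-values were Benjamini-Hochberg adjusted over 35 tests (7 lists in 5 comparisons). The means of the list in the 3 libraries of each of 2 groups were also compared with an exact permutation test. In si*Creb1* plus TVA against siNTC plus TVA cells, the comparison of Fig. 3b, the mean log2 fold change of the E2F list was −0.12, with 87 genes lower and 11 higher (camera, Benjamini-Hochberg adjusted p = 5.72e-13; exact permutation test of the library means, two-sided, p = 0.1). FPKM rescaled to TPM moved this value most, to −0.07, and all 16 alternatives kept its direction and its side of 0.05. The effector list had a mean of −0.06, with 25 genes lower and 12 higher (camera p = 0.0253, Benjamini-Hochberg adjusted p = 0.0354; exact permutation p = 0.1). The unadjusted camera p was no longer under 0.05 with quantile normalization (camera p = 0.217), with TPM (camera p = 0.0612), among genes with a mean FPKM of at least 5 (camera p = 0.0674) and with the correlation between genes estimated from the list (camera p = 0.062). The MYC list had a mean of −0.02, with 35 genes lower and 21 higher (camera p = 0.122, Benjamini-Hochberg adjusted p = 0.158; exact permutation p = 0.1). Its direction turned with quantile normalization (0.01) and with TPM (0.03), and its camera p went under 0.05 with all genes above 0 (0.00304). With TPM the median log2 fold change of all tested genes also moved, from −0.012 to 0.037. The turn of the MYC list under TPM is thus not specific to this list. GSEA, a permutation test over genes ranked by limma's moderated statistic, gave the MYC list a normalized enrichment score of −1.42 (p = 0.0459), the effector list −1.63 (p = 0.0107) and the E2F list −2.85 (p = 9.23e-20). It permutes genes and not libraries.

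TVA raised the mean of the E2F list by 0.41 in siNTC cells, with 97 of 98 genes higher (camera, Benjamini-Hochberg adjusted p = 2.24e-77), and by 0.05 in si*Creb1* cells, with 76 of 98 higher (camera, Benjamini-Hochberg adjusted p = 2.69e-08). The E2F list was also 0.24 higher in si*Creb1* than in siNTC cells without TVA, with 94 genes higher (camera, Benjamini-Hochberg adjusted p = 2.23e-34). In each of these 3 comparisons the library means did not overlap (exact permutation test, two-sided, p = 0.1). These directions held with TPM, quantile normalization and limma-voom. TVA raised the mean of the effector list by 0.07 in siNTC cells (camera, Benjamini-Hochberg adjusted p = 0.000449), and in si*Creb1* cells the change rounded to 0 (camera, Benjamini-Hochberg adjusted p = 0.591). TVA raised the mean of the MYC list by 0.03 in siNTC cells (camera, Benjamini-Hochberg adjusted p = 0.0314), and it fell by 0.04 in si*Creb1* cells (camera, Benjamini-Hochberg adjusted p = 0.000273). Without TVA the MYC list was 0.04 higher in si*Creb1* than in siNTC cells, with 40 of 56 genes higher (camera, Benjamini-Hochberg adjusted p = 0.0121). The interaction, the TVA effect in si*Creb1* cells minus that in siNTC cells, was −0.36 for the E2F list (camera, Benjamini-Hochberg adjusted p = 1.22e-63), −0.08 for the effector list (Benjamini-Hochberg adjusted p = 0.00131) and −0.06 for the MYC list (Benjamini-Hochberg adjusted p = 8.14e-05). With the replicate number as a block, the Benjamini-Hochberg adjusted camera p in si*Creb1* plus TVA against siNTC plus TVA cells was 2.1e-12 for the E2F, 0.0413 for the effector and 0.157 for the MYC list. That of the interaction was 1.61e-58, 0.00123 and 0.000124 in the same order. Same-numbered libraries of the 2 groups with TVA had a mean correlation of −0.04. From the GSEA of these groups the paper concludes that CREB knockdown reverses the rise of these gene sets under TVA.

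**Figure D1:**
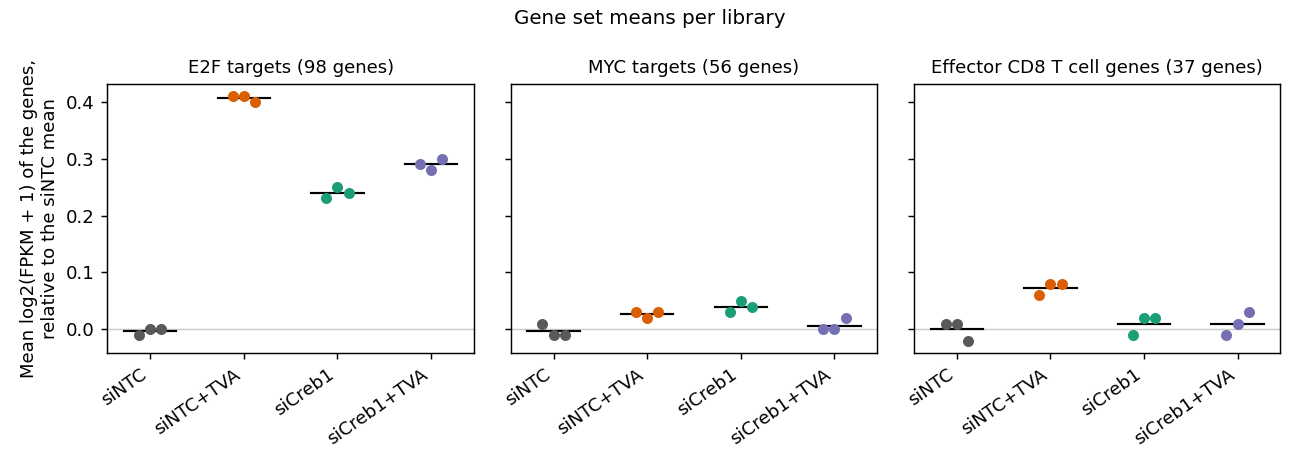
Mean log2(FPKM + 1) of the E2F, MYC and effector CD8 T cell lists in each library, relative to the mean of the siNTC libraries. Points are the 3 libraries of each group and lines are group means, which are 0.41 for siNTC plus TVA, 0.24 for si*Creb1* and 0.29 for si*Creb1* plus TVA in the E2F list.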

**Fig. 3:**
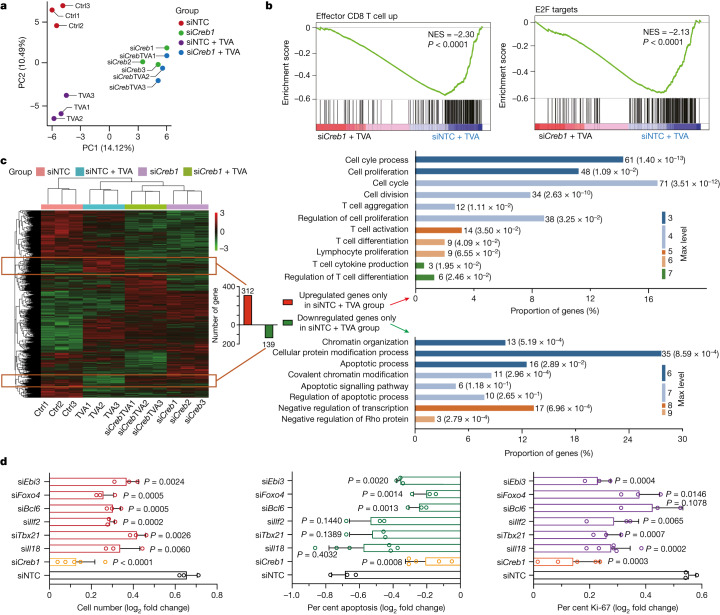
TVA’s effect on CD8^+^ T cells is primarily mediated through CREB and its target gene sets. **a**, Principal component analysis of genes from RNA-seq analysis of siRNA-mediated transient knockdown of *Creb1* (si*Creb1*) in CD8^+^ T cells with or without TVA treatment, compared to non-targeting control siRNA (siNTC) (*n* = 3). **b**, GSEA of upregulated effector CD8^+^ T cells (left) and E2F targets (right) with siNTC and TVA treatment compared with si*Creb1* and TVA treatment group. *n* = 3. Nominal *P* values were adjusted by the Benjamini–Hochberg method. **c**, Heat map of differentially expressed genes from RNA-seq analysis of si*Creb1* CD8^+^ T cells comparing with siNTC with or without TVA treatment. The up- or downregulated genes in the siNTC plus TVA group compared to the other three groups were gated with orange boxes (left) and enriched for GO analysis (right) (*n* = 3). **d**, *Creb1* target genes validation. log_2_ fold changes of cell number (left), apoptosis (middle) and Ki-67 expression (right) after TVA treatment in CD8^+^ T cells with individually transient knockdown of *Creb1* (*n* = 5), *Il18* (left, *n* = 3; middle and right, *n* = 6), *Tbx21*, *Ilf2*, *Bcl6*, *Foxo4* and *Ebi3* (*n* = 3). Data are mean ± s.d. Student’s two-sided unpaired *t*-test. Ctrl, control. Source Data

To further identify targets downstream of TVA–CREB, we characterized genes that were upregulated or downregulated only in the siNTC plus TVA group compared with three other groups (Fig. 3c, left; full gene list is shown in Supplementary Table 7). 

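Of the 11550 tested genes, 852 differed between siNTC plus TVA and siNTC cells (Benjamini-Hochberg adjusted p under 0.05 from limma), 519 of them higher with TVA and 333 lower. Between si*Creb1* plus TVA and si*Creb1* cells 62 genes differed, 14 higher with TVA and 48 lower. The unadjusted p was under 0.05 for 2417 genes in siNTC and for 1106 genes in si*Creb1* cells. The TVA effect differed between siNTC and si*Creb1* cells for 259 genes (interaction, same threshold), 206 of them with a lower value in si*Creb1* cells. Without TVA 1586 genes differed between si*Creb1* and siNTC cells, and with TVA 1172 genes. A fit of only the 6 libraries compared moved the count for TVA in siNTC cells most among alternatives that kept the threshold, to 368 genes, 355 of them among the 852. With the replicate number as a block, TVA changed 687 genes in siNTC cells (654 shared with the fit without it) and 34 in si*Creb1* cells (33 shared), and 195 genes had an interaction (178 shared). The correlation of same-numbered libraries lay between −0.06 and 0.06 for every pair of groups.

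Genes changed only in siNTC plus TVA cells were taken as those that differed from each of the 3 other groups in the same direction (unadjusted p under 0.05 from limma in each comparison). This rule gave 329 higher and 251 lower genes. With FPKM rescaled to TPM it gave 121 higher and 290 lower genes, and with a Benjamini-Hochberg adjusted p under 0.05 in each comparison 88 and 39. The replicate block gave 319 and 235. The same rule applied to siNTC cells gave 521 higher and 512 lower genes, to si*Creb1* cells 120 and 106, and to si*Creb1* plus TVA cells 121 and 217.

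The paper's Supplementary Table 7 lists 451 genes, all protein-coding, of which 384 passed the filter on mean FPKM and 67 did not. For 35 of the 451 the mean was under 10 recovered reads per library. Of the 384, 371 had an unadjusted p under 0.05 in the listed direction between siNTC plus TVA and siNTC cells, and 150 had a Benjamini-Hochberg adjusted p under 0.05 over all genes tested (367 when adjusted over the list alone). The list is the paper's own selection from these samples, so these counts do not measure stability. The rule on all 3 other groups was met by 140 of the 451 genes. Signed by the listed direction, the median log2 fold change with TVA was 0.20 in siNTC and 0.02 in si*Creb1* cells. In si*Creb1* cells 236 of the 384 genes (61.5%) moved in the listed direction. The median lay above all 10000 random lists of genes close in mean expression (without the extreme tails, their medians ran from −0.011 to 0.007). The random lists drew each gene independently, so they do not carry any correlation among the listed genes. In si*Creb1* against siNTC cells without TVA the median was 0.079, with 329 of the 384 genes in the listed direction. In si*Creb1* plus TVA against siNTC plus TVA cells it was −0.128, with 24 genes in the listed direction and 174 opposite to it at an unadjusted p under 0.05. For the interaction it was −0.191, with 0 genes in the listed direction and 199 opposite to it at an unadjusted p under 0.05. The list was chosen on the siNTC and siNTC plus TVA libraries that these 3 comparisons use, so a shift of each median in the direction found is built into the choice. By the paper's description the si*Creb1* libraries may also have entered the choice, which could have shaped the median of 0.02. Chosen without the si*Creb1* libraries, 2182 protein-coding genes (unadjusted p under 0.05) kept 10.4% of the TVA effect in si*Creb1* cells. For the list this share was 9.98%. The paper uses this list to identify targets downstream of TVA–CREB.

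**Figure D2:**
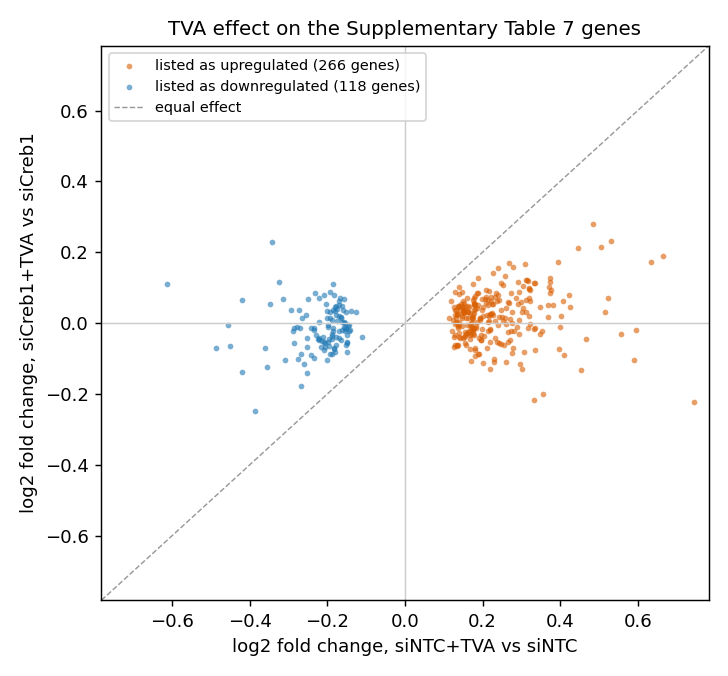
Log2 fold change with TVA in siNTC cells (horizontal axis) and in si*Creb1* cells (vertical axis) of the 384 Supplementary Table 7 genes that were tested. Each point is a gene, coloured by its listed direction and the dashed line marks an equal effect in both. The medians, signed by the listed direction, are 0.20 and 0.02.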

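Overlaps of the upregulated genes in Supplementary Table 7 were tested with Fisher's exact test (two-sided) against the 16088 protein-coding genes with reads in siNTC or siNTC plus TVA libraries. Reactome pathways and the hand-written lists were used, and GO categories were not used here. The p-values were Benjamini-Hochberg adjusted over 18 overlaps. Of 312 upregulated genes, 39 belong to the Reactome pathway Cell Cycle, where 9.21 would fall by chance (Fisher's exact p = 2.22e-14, Benjamini-Hochberg adjusted p = 2e-13). The pathway DNA Replication holds 13 of them, with 1.94 by chance (Fisher's exact p = 6.7e-08), and S Phase holds 13, with 2.31 by chance (Fisher's exact p = 5.29e-07). Of the E2F list 12 genes are among them (1.90 by chance, Fisher's exact p = 4.2e-07), of the effector list 2 (0.853 by chance, Fisher's exact p = 0.21) and of the MYC list 1 (1.11 by chance, Fisher's exact p = 1). Against the 9640 protein-coding genes that passed the filter, the alternative background, 38 of 266 genes belong to Cell Cycle (12.1 by chance, Fisher's exact p = 2.4e-10). Among the protein-coding genes found higher in siNTC plus TVA cells than in each of the 3 other groups, 83 belong to Cell Cycle (Fisher's exact p = 3.58e-56) and 44 to the E2F list (Fisher's exact p = 1.26e-49). This rule can only find genes that passed the filter. Against the 9640 such genes Fisher's exact p was 3.51e-42 for Cell Cycle and 4.36e-40 for the E2F list. Genes of one pathway are expressed together, so these overlaps are not counts of independent events.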

In total, 312 upregulated genes were enriched in 11 GO categories, including cell cycle, cell proliferation, cell division, T cell aggregation, T cell activation, T cell differentiation and cytokine production (Fig. 3c, top right). By contrast, a total of 139 downregulated genes were enriched in 8 GO categories, including apoptosis and chromatin organization (Fig. 3c, bottom right). 

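Of the 139 downregulated genes in Supplementary Table 7, 3 belong to the Reactome pathway Apoptosis, where 1.26 would fall by chance (Fisher's exact test, two-sided, p = 0.133, Benjamini-Hochberg adjusted p = 0.342). The pathway Chromatin organization holds 2 of them, with 1.73 by chance (Fisher's exact p = 0.692, Benjamini-Hochberg adjusted p = 1). The rule on all 3 other groups gave 215 lower protein-coding genes. Of these, 1 belongs to Apoptosis (1.95 by chance, Fisher's exact p = 1) and 5 to Chromatin organization (2.67 by chance, Fisher's exact p = 0.197). Among the upregulated genes of the table 6 belong to Apoptosis, with 2.83 by chance (Fisher's exact p = 0.0651). Among the protein-coding genes higher by the rule 13 do, with 2.83 by chance (Fisher's exact p = 5.39e-06, Benjamini-Hochberg adjusted p = 1.62e-05). Against the 9640 protein-coding genes that passed the filter, 3.98 of these would fall by chance (Fisher's exact p = 0.000167, Benjamini-Hochberg adjusted p = 0.000501). The Reactome pathways matched 95.5% of their Apoptosis genes and 95.9% of their Chromatin organization genes to the deposited identifiers, and their membership differs from that of the GO categories in Fig. 3c.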

For functional validation, we selected four upregulated genes that are critical in cell proliferation and T cell function. These genes include *Il18* (associated with cell proliferation, T cell activation and cytokine production), *Ebi3* (associated with cell proliferation and T cell activation), *Tbx21*(associated with of T cell activation and cytokine production) and *Ilf2* (associated with cell proliferation, T cell activation and cytokine production). 

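*Il18* (ENSMUSG00000039217; chromosome 9 of GRCm38, 50554827 to 50581840) had 0 reads in each of the 3 siNTC libraries and 4, 1 and 7 reads in the siNTC plus TVA libraries. The si*Creb1* libraries held 0, 2 and 0 reads and the si*Creb1* plus TVA libraries 0, 1 and 2. Against a floor of 3 reads, *Il18* was at least 1.44-fold higher in siNTC plus TVA than in siNTC cells (exact permutation test, two-sided, p = 0.1). *Ebi3* (ENSMUSG00000003206; chromosome 17, 55952640 to 55957022) had 2, 7 and 4 reads in siNTC and 21, 14 and 9 in siNTC plus TVA libraries, or 0.201 ± 0.134 and 0.699 ± 0.302 FPKM (SD, n = 3). The means differed 3.48-fold (exact permutation test, two-sided, p = 0.1) and by 0.49 on the log2(FPKM + 1) scale. *Ebi3* was 0.33 ± 0.0735 FPKM in si*Creb1* and 0.325 ± 0.197 FPKM in si*Creb1* plus TVA cells (SD, n = 3). Both genes lay below the filter on mean FPKM. Both overlap genes on the opposite strand (*Bco2* and *Tex12* for *Il18*, *Gm16712* for *Ebi3*), so their few reads are uncertain where the counting did not use strand.

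*Tbx21* (ENSMUSG00000001444; chromosome 11, 97098071 to 97115331) had 14.8 ± 1.1 FPKM in siNTC, 17.1 ± 0.854 in siNTC plus TVA, 16.8 ± 2.15 in si*Creb1* and 17.6 ± 1.37 in si*Creb1* plus TVA cells (SD, n = 3 each). Its log2 fold change with TVA in siNTC cells was 0.20 (standard error 0.09; unadjusted p = 0.0485 and Benjamini-Hochberg adjusted p = 0.235 from limma; exact permutation test, two-sided, p = 0.1). In si*Creb1* cells the change with TVA was 0.07, and the interaction was −0.13 (Benjamini-Hochberg adjusted p = 0.703 from limma). *Ilf2* (ENSMUSG00000001016; chromosome 3, 90476126 to 90488379) had 6.33 ± 0.193 FPKM in siNTC, 7.1 ± 0.298 in siNTC plus TVA, 6.78 ± 0.495 in si*Creb1* and 7.07 ± 0.38 in si*Creb1* plus TVA cells (SD, n = 3 each). It overlaps *Snapin* on the opposite strand by 354 bases. Its log2 fold change with TVA was 0.14 in siNTC cells (standard error 0.05; exact permutation p = 0.1; unadjusted p = 0.0242 and Benjamini-Hochberg adjusted p = 0.16 from limma) and 0.05 in si*Creb1* cells, with an interaction of −0.09 (Benjamini-Hochberg adjusted p = 0.66 from limma). For *Tbx21* and *Ilf2* every siNTC plus TVA library lay above every siNTC library. The replicate block gave Benjamini-Hochberg adjusted p-values of 0.256 for *Tbx21* and 0.199 for *Ilf2* in siNTC cells (limma), with a correlation of same-numbered libraries of 0.01.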

We also tested *Foxo4* and *Bcl6*, which are critical genes in apoptosis-related GO categories. 

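*Foxo4* (ENSMUSG00000042903; chromosome X of GRCm38, 101254528 to 101260873) had 13.5 ± 0.579 FPKM in siNTC, 11.4 ± 0.556 in siNTC plus TVA, 12.2 ± 1.07 in si*Creb1* and 13 ± 0.622 in si*Creb1* plus TVA cells (SD, n = 3 each). Its log2 fold change with TVA in siNTC cells was −0.23 (standard error 0.06; unadjusted p = 0.00336 and Benjamini-Hochberg adjusted p = 0.0479 from limma; exact permutation test, two-sided, p = 0.1). The adjusted p of *Foxo4* stayed under 0.05 in 4 of 10 alternatives, with 0.126 as the highest of these (all genes above 0). It stayed under 0.05 in none of the 6 fits that each left out one library (up to 0.148). In si*Creb1* cells the change with TVA was 0.09, and the interaction was 0.32 (Benjamini-Hochberg adjusted p = 0.103 from limma). With the replicate number as a block, the Benjamini-Hochberg adjusted p for *Foxo4* (limma) was 0.00651 in siNTC cells and 0.0208 for the interaction. For the interaction it was 0.0334 with limma-voom on the recovered reads. In 7 of 9 alternatives the interaction stayed above 0.05 (up to 0.244). *Bcl6* (ENSMUSG00000022508; chromosome 16, 23965052 to 23988852) had 1.69 ± 0.221 FPKM in siNTC, 1.16 ± 0.0917 in siNTC plus TVA, 1.33 ± 0.0445 in si*Creb1* and 1.45 ± 0.23 in si*Creb1* plus TVA cells (SD, n = 3 each). Its log2 fold change with TVA in siNTC cells was −0.31 (standard error 0.09; exact permutation p = 0.1; unadjusted p = 0.00586 and Benjamini-Hochberg adjusted p = 0.0672 from limma). The adjusted p was under 0.05 with limma-voom on the recovered reads (0.0219) and without a mean-variance trend (0.0362), and it was 0.121 with the replicate block. In si*Creb1* cells the change with TVA was 0.07, and the interaction was 0.38 (Benjamini-Hochberg adjusted p = 0.188 from limma). *Bcl6* overlaps *Gm37419* on the opposite strand by 114 bases. Same-numbered siNTC and siNTC plus TVA libraries had correlations of −0.01 to 0.03.

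**Figure D3:**
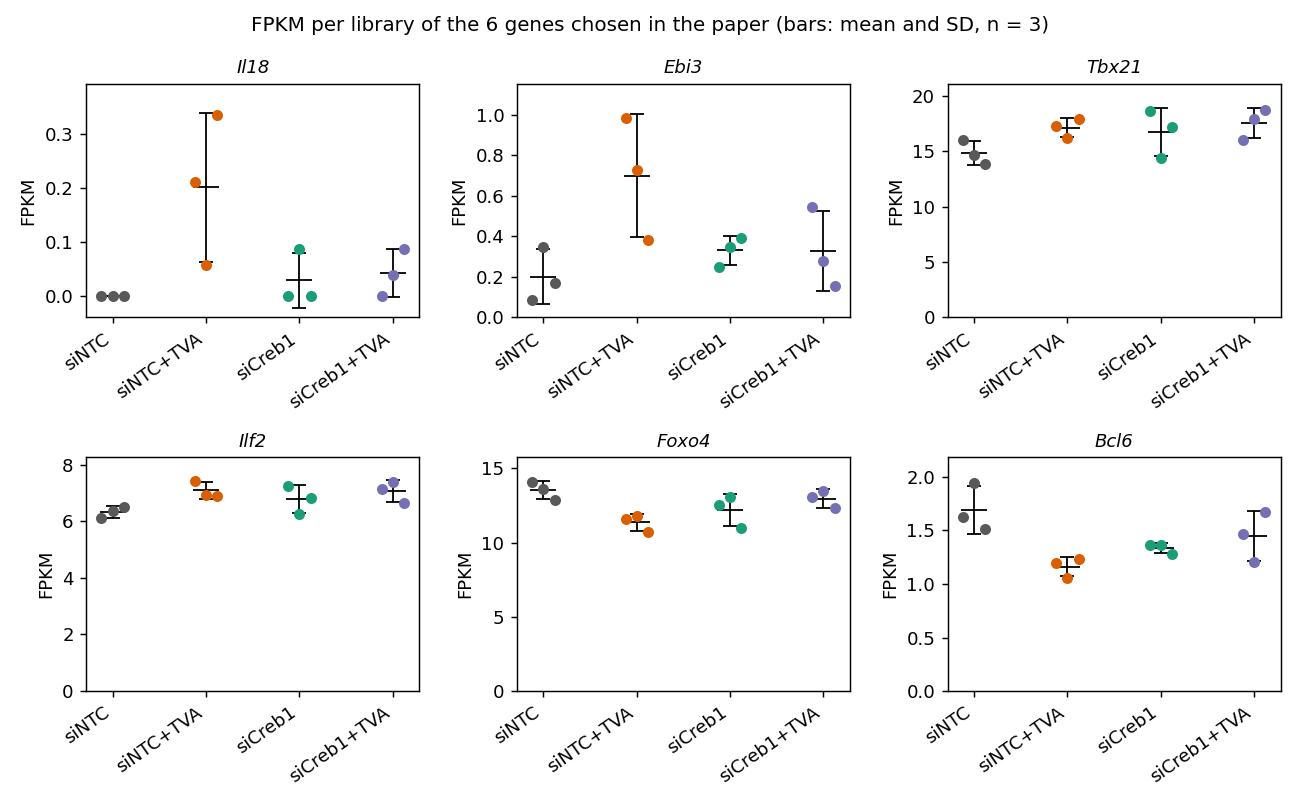
FPKM of *Il18*, *Ebi3*, *Tbx21*, *Ilf2*, *Foxo4* and *Bcl6* in each library, with the mean and SD of the 3 libraries per group. In siNTC plus TVA cells *Foxo4* (11.4 FPKM) and *Bcl6* (1.16 FPKM) have the lowest group means of the 4 groups.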

Each of these six TVA–CREB target genes was knocked down by distinct siRNA probes in mouse CD8^+^ T cells (knockdown efficiency shown in Extended Data Fig. 8b), and in functional studies upon TVA treatment.

As shown in Fig. 3d and Extended Data Fig. 8c, knockdown of *Creb1* expression by si*Creb1* effectively reverses TVA-dependent changes in cell number and apoptosis, and levels of Ki-67, IL-2, TNF and IFNγ in CD8^+^ T cells, compared with control cells treated with siNTC. Knockdown of *Il18*, *Ebi3*, *Tbx21*, *Ilf2*, *Foxo4* or *Bcl6* partially reversed the TVA-dependent change in cell number (Fig. 3d, left). Knockdown of *Bcl6*, *Foxo4* or *Ebi3* partially reversed the TVA-dependent change in the apoptotic population of CD8^+^ T cells, whereas knockdown of *Il18*, *Tbx21* or *Ilf2* had no such effect (Fig. 3d, middle). Knockdown of *Il18*, *Tbx21*, *Ilf2* or *Ebi3* partially reversed TVA-dependent change of Ki-67 level, whereas knockdown of *Bcl6* or *Foxo4* did not have this effect (Fig. 3d, right). Knockdown of *Foxo4, Tbx21*, *Ilf2* or *Ebi3* partially reversed the TVA-dependent change in IL-2 level, whereas knockdown of *Bcl6* or *Il18* did not (Extended Data Fig. 8c, left). Knockdown of each of the six genes partially reversed the TVA-dependent change in TNF level (Extended Data Fig. 8c, middle). Finally, knockdown of *Bcl6*, *Il18, Foxo4, Tbx21* or *Ebi3* partially reversed the TVA-dependent change in IFNγ level, whereas knockdown of *Ilf2* had no effect (Extended Data Fig. 8c, right). Together, these results establish differentially functional contributions of diverse CREB target genes to distinct TVA-dependent changes in CD8^+^ T cells.

## TVA inactivates SCFA-binding GPR43

To identify the GPCR target of TVA, we screened the six known fatty acid-binding GPCRs, including GPR40, GPR41, GPR43, GPR84, GPR119 and GPR120 (ref. ^23^) by siRNA-mediated knockdown (Extended Data Fig. 8d). Of these, only knockdown of GPR43 abolished TVA-enhanced TNF levels in primary mouse CD8^+^ T cells (Fig. 4a). Further analysis confirmed that knockdown of GPR43 in primary mouse CD8^+^ T cells leads to increased cAMP, p-CREB and p-STAT1 levels (Extended Data Fig. 8e) as well as increased TNF and IFNγ (Extended Data Fig. 8f) in mouse primary CD8^+^ T cells that cannot be further activated by TVA treatment. Similar results were obtained using OT-I T cells with siRNA-mediated GPR43 knockdown (Extended Data Fig. 8g), and OT-I T cells with knockout of *Gpr43* by CRISPR–Cas9 (Fig. 4b and Extended Data Fig. 8h). These data suggest that GPR43 has a suppressive role in CD8^+^ T cell activation, and that TVA is likely to attenuate GPR43 function. These results are also consistent with previous reports linking activation of GPR43 with Gα_i_ coupling and decreased cAMP levels^7,10^. Consistent with these findings, stimulation with anti-CD3/CD28 resulted in a much larger increase in GPR43 mRNA and protein expression levels in CD8^+^ T cells than that in CD4^+^ T cells (Extended Data Fig. 8i). This may partly explain why activated CD8^+^ T cells are sensitive to TVA treatment.

**Fig. 4:**
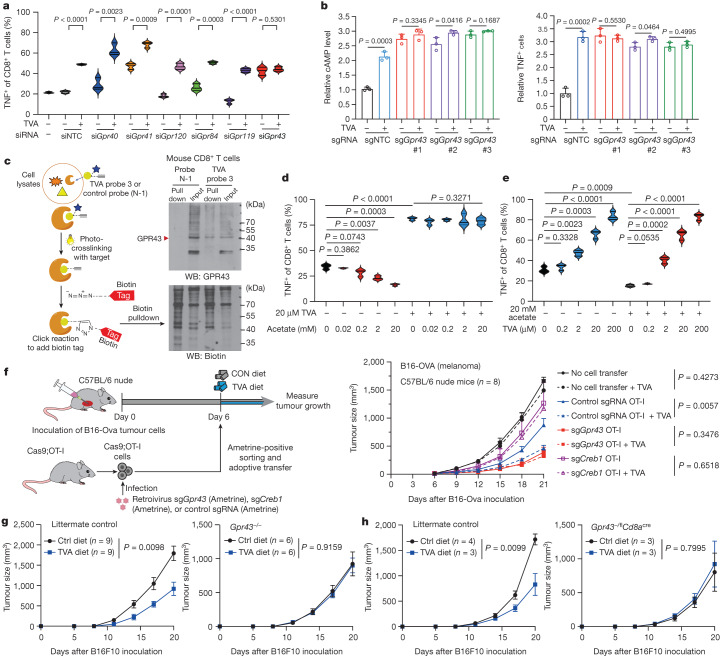
TVA inactivates SCFA-binding GPR43. **a**, Effects of knockdown of known fatty acid-binding GPCRs on TNF expression in mouse CD8^+^ T cells with or without TVA (*n* = 3). **b**, Effects of knockout of *Gpr43* with three different sgRNAs on cAMP level (left) and TNF expression (right) in mouse Cas9-expressing OT-I cells with or without TVA (*n* = 3). **c**, Schematic of experimental setup for the pull-down assay (left). Proteins labelled with biotin by control probe N-1 or TVA probe 3 were pulled down by streptavidin beads. Western blotting was performed with anti-GP43 (top right) and anti-biotin (bottom right) on biotin-labelled proteins (*n* = 2). Gel source data is shown in Supplementary Fig. 2. **d**, Effects of different doses of acetate on TNF expression in mouse CD8^+^ T cells with or without 20 µM TVA (*n* = 3). **e**, Effects of increasing concentrations of TVA on TNF expression in CD8^+^ T cells with or without 20 mM acetate (*n* = 3). **f**, Left, schematic of experimental design for *Gpr43*- or *Creb1*-knockout Cas9-expressing OT-I cells in adoptive cell therapy experiments. This schematic was generated using BioRender.com. Cas9-expressing OT-I cells transduced with non-targeting control sgRNA or sgRNA targeting *Gpr43* or *Creb1* were transferred into mice at day 6 after engraftment of B16-OVA followed by analyses of tumour size (right). Non-treatment control mice did not receive T cells (*n* = 8). **g**, Effect of TVA-enriched diet on B16F10 tumour growth in *Gpr43*^−/−^ (*n* = 6) or littermate control (*n* = 8) mice. **h**, Effects of TVA-enriched diet on B16F10 tumour growth in *Gpr43*^*−/fl*^*Cd8a*^*cre*^ (*n* = 3) or littermate control (control diet *n* = 4; TVA diet *n* = 3) mice are shown. Data are mean ± s.d. (**a**,**b**,**d**,**e**) or mean ± s.e.m. (**f**–**h**). Student’s two-sided unpaired *t*-test (**a**,**b**,**d**,**e**) or two-way ANOVA (**f**,**h**). Source Data

We next performed structure–activity relationship (SAR) studies on TVA. We designed 15 TVA derivatives (Extended Data Fig. 9a; synthetic procedures and NMR results of TVA derivatives and probes are presented in Supplementary Information) with changes in chain length, double bond position or number, tail group or terminal acid group, and compared them with TVA for bioactivity to enhance CD8^+^ T cell activation (Extended Data Fig. 9b). The results of the SAR studies revealed that the double bond (**1**), acid group (**2**) and a length of at least 16 carbons (**3**, **4**, **13**, **15** and **16**) were crucial for maintaining TVA bioactivity. In addition, shifting the position of the double bond from C11–C12 to C9–C10 (**6**), or adding a C9–C10 double bond (**7**) resulted in enhanced TVA bioactivity, suggesting that a C9–C10 double bond may be optimal for TVA bioactivity. The SAR results for **9**, **10**, **14** and **17** also suggest that the terminal chain can be modified, and the resulting TVA derivatives retained 70–80% bioactivity. We thus designed photo-affinity probes using TVA as a parental molecule to bear a photo-reactive diazirine group and a tail alkynyl group (Extended Data Fig. 9c). All three TVA probes enhanced CD8^+^ T cell activity in a dose-dependent manner (Extended Data Fig. 9d). We next performed a photo-affinity labelling study^24^ using mouse CD8^+^ T cells treated with TVA probe 3. The diazirine enables covalent photo-crosslinking to contacting protein residues and the alkynyl group enables linking the reporter (biotin) and probing TVA-binding protein target(s). Western blotting using biotin-labelled proteins pulled down by streptavidin beads demonstrated binding between the TVA probe and GPR43 (Fig. 4c).

We next found that GPR43 SCFA agonists (at 20 mM) significantly decreased mouse CD8^+^ T cell activation, indicated by decreased TNF expression, whereas TVA at a 1,000× lower level (20 μM) was able to reverse SCFA-dependent suppression on CD8^+^ T cells (Extended Data Fig. 10a). In addition, increasing concentrations of SCFA acetate up to 20 mM attenuated CD8^+^ T cell activation, as assessed by reduced TNF (Fig. 4d) and IFNγ (Extended Data Fig. 10b) levels; this readout was effectively reversed by 20 μM TVA. By contrast, 2 μM TVA was sufficient to reverse the suppression of CD8^+^ T cells by acetate at 20 mM (Fig. 4e). Consistent with these findings, suppression of CD8^+^ T cells with reduced TNF (Extended Data Fig. 10c, left) and IFNγ (Extended Data Fig. 10d) levels by pre-treatment with 20 mM acetate could be reversed by 20 μM TVA. By contrast, enhanced CD8^+^ T cell activation by pre-treatment with 20 μM TVA could not be reversed with 20 mM acetate. Similar results were obtained using other SCFA agonists, including propionate and butyrate (Extended Data Fig. 10c, middle and right). These results suggest that TVA may bind to and inactivate GPR43 by antagonizing its SCFA agonists.

## GPR43 requirement for TVA activity

We first examined an adoptive cell therapy (ACT) mouse model using Cas9-expressing mouse OT-I T cells. Syngeneic mice inoculated with mouse B16F10 melanoma cells that express the cognate antigen (B16-OVA) were used as recipients for OT-I T cells to determine anti-tumour immunity (Fig. 4f, left). Adoptive transfer of OT-I cells with control single guide RNA (sgRNA) resulted in decreased tumour growth, which was further reduced with a TVA-enriched diet (Fig. 4f, right). By contrast, adoptive transfer of OT-I cells with CRISPR–Cas9-mediated *Gpr43* knockout (Extended Data Fig. 10e) led to markedly reduced tumour growth that could not be further attenuated by TVA diet (Fig. 4f, right). Consistent with these findings, adoptive transfer of OT-I cells with CRISPR–Cas9-mediated *Creb1* knockout led to attenuated anti-tumour effects in mice compared with control OT-I cells and did not respond to TVA diet (Fig. 4f, right).

We next used whole-body *Gpr43* knockout (*Gpr43*^−/−^) mice to perform syngeneic mouse model experiments with inoculated mouse B16F10 cells. Our in vitro study showed that primary mouse CD8^+^ T cells from *Gpr43*^−/−^ mice had increased p-CREB and TNF levels that were not further enhanced by TVA treatment (Extended Data Fig. 10f). Moreover, we found that GPR43 deficiency in *Gpr43*^*−/−*^ mice (confirmed in CD8^+^ and CD4^+^ T cells and in B cells by *Gpr43* mRNA levels; Extended Data Fig. 10g, left) abolished TVA diet-dependent reduction of the tumour growth observed in littermate control mice (Fig. 4g).

Finally, we used *Gpr43*^*−/fl*^*Cd8a*^*cre*^ mice with conditional *Gpr43* knockout in CD8^+^ T cells (confirmed in CD8^+^ T cells by *Gpr43* mRNA levels, with CD4^+^ T cells and B cells as controls; Extended Data Fig. 10g, right) to perform syngeneic mouse model experiments with mice inoculated with B16F10 cells. Conditional knockout of *Gpr43* in CD8^+^ T cells abolished TVA diet-dependent reduction of the tumour growth observed in littermate control mice. Together, these results demonstrated that TVA requires GPR43 in CD8^+^ T cells to enhance CD8^+^ T cell function and consequent anti-tumour immunity in vivo.

## TVA antagonizes effects of SCFAs on cAMP

A TVA-enriched diet did not significantly alter the diversity and patterns of gut microbial distribution in mice (Extended Data Fig. 10h,i), or serum or TIF levels of gut microbiota-derived SCFA acetate (Extended Data Fig. 10j). The concentrations of acetate, propionate and butyrate in culture medium are in the range of 100–300 μM (Extended Data Fig. 11a), suggesting that SCFAs in the culture medium activate GPR43 in CD8^+^ T cells and predispose them to TVA-mediated inactivation. We thus compared the opposing effects of TVA and SCFAs on cAMP signalling in CD8^+^ T cells. We first examined whether SCFAs inhibit CD8^+^ T cell activity through GPR41 and GPR43, as well as the pH sensor GPR65 (ref. ^25^), since unlike long-chain fatty acids such as TVA, SCFAs are soluble in water and reduce the luminal pH. GPR65 is activated by low pH and signals through Gα_s_, increasing cAMP production and consequent CREB phosphorylation and activation^25^. Indeed, SCFAs in the culture medium reduced the pH in mouse primary CD8^+^ T cells (Extended Data Fig. 11b), accompanied by reduced cAMP, TNF and IFNγ expression (Extended Data Fig. 11c–e), whereas individual or combined knockdown of GPR41 or GPR43 (knockdown efficiency shown in Extended Data Fig. 11f) led to increased CD8^+^ T cell activity. This increase in CD8^+^ T cell activity could be partially decreased with additional SCFA treatment. By contrast, knockdown of GPR65 led to decreased CD8^+^ T cell activity, with additional SCFA treatment resulting in further reduction, whereas triple knockdown of GPR41, GPR43 and GPR65 completely abolished the SCFA-mediated effects on CD8^+^ T cells. Finally, SCFAs increased the intracellular Ca^2+^ level in CD8^+^ T cells, probably through Gα_q_ (Extended Data Fig. 11g,h). By contrast, TVA exhibited minimal effects in both assays. Together, SCFAs inhibit overall CD8^+^ T cell activity, consistent with our results showing that the negative regulation of cAMP mediated by GPR41 and GPR43 antagonizes the positive effects of GPR65 on cAMP levels (Extended Data Fig. 11i).

By contrast, we found that TVA diet does not alter the pH in serum and TIF samples from mice fed on control or TVA diets (Extended Data Fig. 11j), and no significant difference of pH was detected in human primary serum samples from a group of lymphoma patients with different serum levels of TVA (Extended Data Fig. 11k; detailed description in Fig. 5d). We also found that mixing TVA or control diets with water results in comparable pH values, and that TVA up to 2,000 μM does not significantly alter the pH values in culture medium (Extended Data Fig. 11l, m). Moreover, knockdown or CRISPR–Cas9-mediated knockout of *Gpr65* in primary mouse CD8^+^ T cells in vitro leads to decreased TNF, IFNγ and p-CREB levels but had no effects on TVA-enhanced CD8^+^ T cell function (Extended Data Fig. 12a,b), nor does changing pH of culture medium (Extended Data Fig. 12c). Lastly, in an ACT mouse model using Cas9-expressing OT-I T cells, CRISPR–Cas9-mediated *Gpr65* knockout resulted in decreased tumour growth, which, however, was further reduced by TVA diet (Extended Data Fig. 12d; note that top 4 control groups are from the same experiment described in Fig. 4f). These results demonstrate that TVA does not lower pH or signal through GPR65 to enhance CD8^+^ T cell function in vitro and in vivo, supporting our hypothesis that TVA inactivates GPR43 and antagonizes the overall negative effects of SCFAs on cAMP (Extended Data Fig. 12e).

**Fig. 5:**
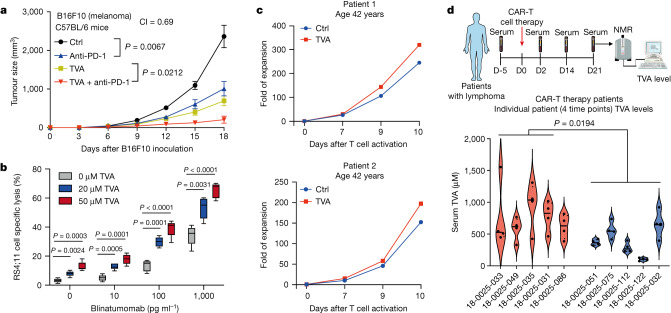
TVA augments the effectiveness of multiple T cell-based anti-cancer therapies. **a**, Effect of anti-PD-1 antibody on B16F10 tumour growth in C57BL/6 mice fed with TVA-enriched diet or control diet (*n* = 8). **b**, Box plots representing combined effect of blinatumomab and TVA at indicated concentrations on specific lysis of RS4;11 target cells in the presence of PBMCs by flow cytometry (*n* = 5). The central line is the mean, whiskers extend to minimum and maximum values and the box edges show mean ± s.d. **c**, Effects of treatment with 20 µM TVA on in vitro expansion of anti-CD19–CD28z CAR-T from patients with lymphoma. **d**, Top, schematic depicting experimental design for serum collection from patients with CAR-T cell therapy. This schematic was generated using BioRender.com. Bottom, violin plots showing serum TVA levels of 10 patients with lymphoma who have undergone commercial CAR-T cell therapy. Blood was collected from each patient at four different timepoints (detailed information can be found in Supplementary Table 8). Red violin plots represent the patients who have complete response to CAR-T cell therapy, and blue violin plots represent patients who have progressive disease under CAR-T cell therapy. Data are mean ± s.e.m (**a**) or mean ± s.d. (**b**,**d**). Two-way ANOVA (**a**) or Student’s two-sided unpaired *t-*test (**b**,**d**). Source Data

## TVA augments T cell-based therapies

TVA treatment significantly reversed exhaustion of primary human bulk T cells and CD8^+^ T cells treated with purified recombinant PD-L1 (Extended Data Fig. 12f–i). Similar results were obtained using mouse primary T cells co-cultured with B16F10 cells overexpressing PD-L1 (Extended Data Fig. 12j–m). Moreover, dietary TVA combined with anti-PD-1 antibody, representative of immune checkpoint inhibitor therapy^26^, showed synergistic attenuation of B16F10 tumour growth (Fig. 5a). We next tested the effects of TVA on efficacy of blinatumomab, a bispecific T cell engager that targets CD19 on B cells and CD3 on T cells^27^. TVA significantly enhanced the in vitro killing efficiency of human peripheral blood mononuclear cells (PBMCs) on human B-ALL RS4;11 cells in the presence of blinatumomab in a dose-dependent manner (Fig. 5b). Furthermore, TVA increased in vitro expansion of chimeric antigen receptor (CAR) T cells derived from primary T cells from 3 patients with lymphoma aged between 42 and 47 years (Fig. 5c and Extended Data Fig. 12n, left). By contrast, cells from an older patient (age 77 years) did not respond to TVA treatment (Extended Data Fig. 12n, right), which might be owing to a lower starting cell number compared with the younger patients. Of note, in a retrospective clinical study, we found that serum TVA levels were higher in a group of patients with lymphoma that responded to CAR-T cell therapy than in non-responders (Fig. 5d; detailed timepoint information can be found in Supplementary Table 8). These findings align with the notion that dietary TVA may improve clinical responsiveness to T cell-based immunotherapies.

## Discussion

Our findings reveal a mechanism during human dietary evolution by which extraorganismal TVA reprograms CD8^+^ T cells through extrinsic regulation to inactivate GPR43, in contrast to gut microbiota-derived, intraorganismal SCFAs as GPR43 agonists (Extended Data Fig. 12o). Our study, by comprehensive evaluation of diet-derived nutrients, advances the identification and understanding of mechanistic links between diet and human physiology and pathology. Thus, despite the vast diversity of food and diet origins, studies that focus on individual nutrients can be used to identify the molecular mechanisms underlying nutritional influences on human health and disease, as well as effectiveness of therapies. The approach used in our study could have broad implications for future elucidation of previously unknown physiological and pathological roles of circulating nutrients in human health and disease.

As a natural food component, TVA has high translational potential as a dietary element in therapeutic approaches to improve clinical outcomes of diverse anti-cancer therapies such as immune checkpoint inhibitors, T cell engagers and CAR-T and T cell receptor T cell therapy. Epidemiological studies suggest that the circulating levels of TVA in humans are associated with lower adiposity, diabetes risk and systemic inflammation, but the effects of dietary TVA on the risk of cancer and cardiovascular diseases are unclear, although in mouse models of dyslipidaemia, a TVA-enriched diet exerts hypolipidemic effects by lowering circulating triglyceride levels^28–30^. Nevertheless, a comprehensive understanding of the interactive and collective influences of diverse dietary nutrients on cancer risk, development and therapy responses is crucial for diet choices. For example, consuming red meat may provide TVA for improved anti-tumour immunity, but a high intake of red meat has been positively associated with risk of many cancers, including breast, colorectal, colon and rectal cancer^31^. Thus, our studies support TVA supplementation as a more targeted and efficient way than dietary changes to benefit anti-tumour immunity.

The GPR43–CREB mechanism may be cell type-specific for CD8^+^ T cells. For example, although TVA treatment increased IL-2 production by CD4^+^ T cells, TVA did not alter the production of effector molecules including TNF and IFNγ, or proliferation/apoptosis of CD4^+^ T cells. Thus, the overall effects of TVA on CD4^+^ T cells are modest compared to those on CD8^+^ T cells, which may be related to the low expression of GPR43 in CD4^+^ T cells. Future studies are warranted to determine how GPR43 switches its downstream effector pathways in different immune cells, whether TVA regulates functions of other immune cells with high levels of GPR43 expression such as monocytes, neutrophils and marginal zone B cells^7,11,32,33^, and whether TVA similarly inactivates GPR43 for activation of the cAMP–PKA–CREB axis in these cells. Finally, since TVA is bulky compared with SCFAs, it is unlikely to compete with them for their binding pocket on GPR43. It may bind to a different site and function as a negative allosteric modulator. Further studies are warranted to elucidate the underlying structural and molecular mechanisms by which TVA inactivates GPR43.

## Methods

### Cell lines

All cell lines were authenticated by genomic short tandem repeat (STR) profiling at the University of Chicago Integrated Genomics Core (EIGC) upon purchase and at least annually as appropriate. Human T lymphocyte cell line Jurkat T was purchased from American Type Culture Collection (ATCC). Human Plat-E cells and mouse melanoma cancer cell line B16-OVA were provided by H.C. Human RS4;11 cells were provided by the laboratory of W.S. Mouse melanoma cancer cell line B16F10, breast cancer cell line E0771, and Lewis lung carcinoma cell line LLC1 were purchased from ATCC. Mouse colorectal adenocarcinoma cell line MC38 was purchased from Kerafast. Plat-E, B16-OVA, B16F10, E0771, and LLC1 cells were cultured in Dulbecco Modified Eagle Medium (DMEM) with 10% fetal bovine serum (FBS) (Sigma, F2442) and penicillin/streptomycin. Jurkat T cells were cultured in RPMI-1640 medium with 10% FBS and penicillin/streptomycin. All cells were cultured at 37 °C and 5% CO_2_. Cell line experiments were conducted and designed according to protocols approved by Institutional Biosafety Committee (IBC) of the University of Chicago.

### Primary cells

Cas9-expressing OT-I cells were isolated from the spleen and peripheral lymph nodes (provided by the laboratory of H.C.) of Cas9;OT-I mice^34^ by magnetic bead purification using EasySep Mouse naive CD8^+^ T Cell Isolation Kit according to the manufacturer’s instructions (Stem Cell Technologies). Cas9;OT-I cells were activated in vitro for 18 h with plate-bound anti-CD3 (10 μg ml^−1^; Biolegend) and anti-CD28 (5 μg ml^−1^; Biolegend) antibodies in Click’s medium at 37 °C and 5% CO_2_ incubator for further experiments.

### Mice

Animal experiments were conducted and designed according to protocols approved by the Institutional Animal Care and Use Committee of The University of Chicago. Mouse were housed and bred at the University of Chicago Animal Resource Center in specific pathogen-free conditions. Mice were on 12-hour light/dark cycles that coincide with daylight in Chicago, IL, USA. The housing facility was maintained at 20–25 °C and 30–70% humidity. C57BL/6 J (The Jackson Laboratory, JAX:000664; RRID:IMSR_JAX:000664), C57BL/6 nude (B6.Cg-Foxn1nu/J) (The Jackson Laboratory, JAX:000819; RRID:IMSR_JAX:000819), TCRα knockout (B6.129S2-Tcratm1Mom/J) (The Jackson Laboratory, JAX:002116; RRID:IMSR_JAX:002116), pmel-1 (B6.Cg-Thy1a/CyTg(TcraTcrb)8Rest/J) (The Jackson Laboratory, JAX:005023; RRID:IMSR_JAX:0050), OT-I (C57BL/6-Tg(TcraTcrb)1100Mjb/J) (The Jackson Laboratory, JAX:003831; RRID:IMSR_JAX:003831), *Cd8a-cre* (C57BL/6-Tg(Cd8a-cre)1Itan/J) (The Jackson Laboratory, JAX:008766; RRID:IMSR_JAX:008766) mice were purchased from The Jackson Laboratory. *Gpr43*^*−/−*^ and *Gpr43*^*fl/fl*^ mice were provided by B.L. Sex-and age-matched mice were used throughout the study at 7–12 weeks old, and both male and female mice were used. The genetically modified mice were viable and developed normally.

### Human samples

Serum from patients who had undergone commercial CAR-T cell therapy were from the University of Chicago cell therapy biobank. Supplementary Table 8 contains relevant patient information.

### Construction of PD-1^+^ Jurkat T cell line

Jurkat T cells were infected with pre-made lentivirus expressing human PD-1 (Gen Target, LVP1076-PBS) according to the manufacturer’s instructions. After infection for 24 h, cells were selected with 2 µg ml^−1^ puromycin to obtain PD-1^+^ Jurkat T cells. PD-1 expression level was checked using western blot.

### Circulating nutrient library screens

To construct circulating nutrient compound library for cell-based screening purposes, components such as antibodies that are difficult to distinguish due to a wide variety, and some supplements that only function at a whole organism level including fish oils and herbs were excluded. Physiological ranges of serum levels of individual nutrients are available in the human metabolome database (https://hmdb.ca/) and applied in the experimental design. For the initial screen (1a), Jurkat T cells were treated with nutrient library for 48 h and then activated with 2.5 μg ml^−1^ anti-CD3 and 0.5 μg ml^−1^ anti-CD28 antibodies for another 12 h, followed by measurement of IL-2 level in medium supernatant using an ELISA kit (Biolegend). For screen 1b, 1 × 10^5^ PD-1^+^ Jurkat T cells were co-cultured with 2 × 10^4^ H596 (PD-L1^+^) cells in a well of 96-well plate for 60 h, and then activated with 2.5 μg ml^−1^ anti-CD3 and 0.5 μg ml^−1^ anti-CD28 antibodies for another 12 h, followed by measurement of IL-2 level in medium supernatant using an ELISA kit. Please also refer to Supplementary Tables 1–4 for more details.

### Mouse tumour models

For C57BL/6 mice and the TCRα-knockout mice tumour model, mice were anaesthetized with isoflurane, shaved at the injection site, and then injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10, MC38 or LLC1 cells, or in the mammary gland with 2 × 10^5^ E0771 cells. C57BL/6 nude mice were injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells. The tumour-bearing mice were assigned to TVA-enriched diet (1% TVA, special order from Research Diets), CVA-enriched diet (1% CVA, special order from Research Diets) or control diet (Research Diets) as of the day of tumour inoculation, with mice body weight monitored. Tumours were measured using a calliper every 2–3 days. Tumour volumes were calculated using the following formula: length × width × [(length × width) × 0.5] × π/6. Mice were euthanized at humane endpoints or day 11–15 for tissue collection.

For the 666-15 treatment mouse model, 6–8-week-old C57BL/6 mice were anaesthetized with isoflurane, shaved the injection site, and then injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells for tumour development. The tumour-bearing mice were assigned to TVA-enriched diet or control diet as of the day of tumour inoculation. When the tumour volume reached approximately 100 mm^3^, the mice were treated with either vehicle or 666-15 at 20 mg kg^−1^. The 666-15 was dissolved in 1% *N*-methylpyrrolidone, 5% Tween-80 in H_2_O. The mice were treated once a day for 5 consecutive days per week for 2 weeks. Tumours were measured using a calliper every 2–3 days. Tumour volumes were calculated using the following formula: length × width × [(length × width) × 0.5] × π/6. Mice were euthanized at humane endpoints.

For the anti-PD-1 treatment mouse model, 6–8-week-old C57BL/6 mice were anaesthetized with isoflurane, shaved the injection site, and then injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells for tumour development. The tumour-bearing mice were assigned to TVA-enriched diet or control diet as of the day of tumour inoculation. On day 3, 6, 9, 12 and 15, 250 µg anti-PD-1 (BioXCell) or IgG control (BioXCell) was injected intraperitoneally. Tumours were measured the tumours using a calliper every 2–3 days. Tumour volumes were calculated using the following formula: length × width × [(length × width)0.5] × π/6. Mice were euthanized at humane endpoints.

For the *Gpr43* and *Creb1*-knockout Cas9;OT-I cells adoptive transfer mouse model, 4 × 10^5^ B16-OVA cells were injected subcutaneously in the abdominal flank of 6–8-week-old C57BL/6 nude mice on day 0, and tumour were allowed to grow for 6 days. Target genes were knocked out in Cas9;OT-I cells, 5 × 10^6^ cells were transferred to tumour-bearing C57BL/6 nude mice on day 6 by tail vein injection. The tumour-bearing mice were assigned to TVA-enriched diet or control diet on day 6, tumours were measured using a calliper every 2–3 days. Tumour volumes were calculated using the following formula: length × width × [(length × width) × 0.5] × π/6. Mice were euthanized at humane endpoints.

For the *Gpr43*^−/−^ mouse tumour model, 6–8-week-old *Gpr43*^−/−^ or littermate control mice were anaesthetized with isoflurane, shaved at the injection site, and then injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells for tumour development. The tumour-bearing mice were assigned to TVA-enriched diet or control diet as of the day of tumour inoculation, tumours were measured using a calliper every 2–3 days. Tumour volumes were calculated using the following formula: length × width × [(length × width) × 0.5] × π/6. Mice were euthanized at humane endpoints.

For the *Gpr43*^*−/fl*^*Cd8a*^*cre*^ mouse tumour model, *Gpr43*^−/−^, *Gpr43*^*fl/fl*^ and *Cd8a*^*cre*^ mice were used for breeding to get *Gpr43* *Cd8* conditional-knockout mice (*Gpr43*^*−/fl*^*Cd8a*^*cre*^). Six- to eight-week-old *Gpr43*^*−/fl*^*Cd8*^*cre*^ or littermate control mice were anaesthetized with isoflurane, shaved the injection site, and then injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells for tumour development. The tumour-bearing mice were assigned to TVA-enriched diet or control diet as of the day of tumour inoculation, tumours were measured using a calliper every 2–3 days. Tumour volumes were calculated using the following formula: length × width × [(length × width) × 0.5] × π/6. Mice were euthanized at humane endpoints.

### Diet formula

Detailed information on the full compositions of the control, TVA- and CVA-enriched diets is summarized in Supplementary Table 9.

### Antibody-mediated T cell depletions

Five- to eight-week-old C57BL/6 mice were injected subcutaneously in the abdominal flank with 1 × 10^5^ B16F10 cells, and then injected intraperitoneally with six doses of depleting antibodies (anti-CD8α, BioXCell, clone 2.43) or isotype control (rat IgG2β isotype control, BioXCell, clone LTF-2) on days 1 (200 μg), 2 (200 μg), 4 (200 μg), 8 (200 μg), 12 (200 μg) and 16 (200 μg) relative to tumour injection (day 0). Cheek bleeds were collected and subjected to flow cytometry to check CD8^+^ T cell depletion efficiency on days 3, 12 and 18 using antibodies targeting non-competing CD8 epitopes (BV711 anti-mouse CD8α).

### Secreted cytokines level

Human or mouse T cell secreted IL-2, TNF and IFNγ were detected by ELISA MAX Standard Set (Biolegend) per the manufacturer’s instructions.

### Pmel-1 killing assay

Pmel-1 cells were isolated from a Pmel mouse and seeded at density of 1 × 10^6^ cells/well in 6-well plate (pre-coated with anti-CD3 and anti-CD28) for 18 h. One million activated Pmel-1 cells were then co-cultured with 2 × 10^5^ B16F10 cells for 24 h with or without 20 µM TVA. All cells in suspension were collected, stained with anti-mouse CD45 and PI, and analysed by flow cytometry.

### Cell proliferation assay

Cell proliferation assays were conducted by seeding 5 × 10^4^ cells in a 6-well plate. Cell numbers were recorded daily within 5 days using TC20 Automated Cell Counter (Bio-Rad).

### Extraction and quantification of TVA levels by NMR

TIF and serum from tumour-bearing animals were isolated as described^35^. In brief, tumours were dissected away from the euthanized animal, rinsed in a saline containing Petri dish, and then placed on top of a 20-μm mesh nylon filter (Spectrum Labs, 148134) that was affixed to the conical tube (Falcon, 1495949 A). After the conical tube lid was placed on top without screwing and taped using laboratory tape in place, tumour-containing conical tube was subjected to centrifugation at 4 °C for 10 min at 106*g* using a refrigerated clinical centrifuge. In total, 10–50 μl of fluid was obtained in the bottom of the conical tube. To prepare the mouse serum, once the tumours were dissected, blood was isolated from the mouse heart by cardiac puncture using a 1-ml 25 G TB syringe, allowed to clot by leaving it undisturbed at room temperature, and then centrifuged at 1,500*g* for 10 min in a refrigerated centrifuge. The resulting supernatant was designated serum. Human serum samples were obtained from the University of Chicago cell therapy biobank. The TIL and serum samples are lyophilized and subjected to quantification of TVA levels by ^1^H-NMR spectroscopy using a Bruker Ascend TM 600 spectrometer equipped with CryoProbeProdigy. In a typical procedure, 350 µl deuterated methanol (methanol-d4) with 0.03% tetramethylsilane (Oakwood Chemical) was added to a lyophilized sample to dissolve TVA. After being vortexed, the sample was then centrifuged at 10,000*g* for 5 min to collect the supernatant. ^1^H-NMR spectrum of the supernatant (250 µl) in a 335-pp Precision 3 mm NMR tube (Wilmad-Lab Glass) was acquired with delay time (d1) set to 2 s for 3,072 scans. TVA concentration was calculated based on the integral of peak at 1.97 ppm and the tetramethylsilane internal standard.

### CD45^+^ tumour-infiltrating leukocyte isolation

Tumour tissue were dissected from euthanized tumour-bearing mice, minced into small pieces ( ≤ 2 mm) using a scalpel in a dish, and then transferred to a 14-ml round-bottom tube containing 5 ml tumour digestion medium (500 μl collagenase/hyaluronidase solution, 750 μl 1 mg ml^−1^ DNase I solution, and 3.75 ml RPMI-1640 medium). After incubation at 37 °C for 25 min on a shaking platform, the digested tumour tissues were transferred into a 70-μm mesh nylon strainer on a 50 ml conical tube, pushed through the strainer using the rubber end of a syringe plunger, and rinsed with the recommended medium. After centrifugation at 300*g* for 10 min at room temperature with the brake on low, the resulting cell pellets were added 10 ml of ammonium chloride solution for incubation at room temperature for 5 min, followed by centrifugation at 300*g* for 10 min at room temperature with the brake on low. The resulting cell pellets were re-suspended at 1–10 × 10^6^ cells per ml in PBS and then subjected to CD45^+^ tumour-infiltrating leukocytes isolation by magnetic bead purification using EasySep Mouse TIL (CD45) Positive Selection Kit according to the manufacturer’s instructions (Stemcell Technologies).

### Mouse TIL isolation

Freshly excised mouse tumour tissues were minced into small pieces (volume smaller than 1 mm^3^) by scissors in PBS, digested by Collagenase IV (1 mg ml^−1^) and DNase I (200 U ml^−1^) at 37 °C for 20 min in PBS with gentle rocking. The digested tumour tissues were added 5 times volume 0.01 M EDTA, filtered into a new tube through 200 mesh screen (100 μm strainer), and then centrifuged at 300*g* for 5 min at room temperature. The resulting cell pellets were re-suspended with 3 ml PBS, laid gently on 3 ml lymphocytes isolation liquid (pre-warmed to room temperature), and subjected to density gradient centrifugation (300*g*, 30 min, room temperature, accelerate 6, decelerate 2). The middle layer of cells was moved carefully to a new tube, added PBS to 15 ml, and centrifuged (300*g*, 10 min, room temperature). The cell pellets (lyse red cells if necessary) were designated TILs and used for the following experiments.

### Mouse spleen lymphocyte isolation

Mouse spleens were disrupted with syringe plunger in 1 ml PBS in a 40-μm strainer filtered to a 15-ml tube, washed with PBS and centrifuged at 300*g* for 5 min. The resulting cell pellets were re-suspended the with 2 ml red cell lysis buffer (Invitrogen), incubated at room temperature for 10 min, and centrifuged at 300*g* for 5 min after adding 13 ml PBS. The resulting cell pellets were designated splenocytes and used for following experiments.

### Mouse dLNs lymphocyte isolation

dLNs were disrupted with syringe plunger in 1 ml PBS in a 40 μm strainer filtered to a 15-ml tube, washed with PBS, and centrifuged at 300*g* for 5 min. The resulting cell pellets were designated LN lymphocytes and used for following experiments.

### Primary CD8^+^ or CD4^+^ T cell isolation and activation

Mouse primary CD8^+^ or CD4^+^ T cells were isolated from the spleen and peripheral lymph nodes of C57BL/6 mice by magnetic bead purification using EasySep Mouse CD8^+^ or CD4^+^ T Cell Isolation Kit according to the manufacturer’s instructions (Stemcell Technologies). Human primary CD8^+^ T cells were isolated from PBMC (Zen-Bio) by human CD8^+^ T Cell Isolation Kit according to the manufacturer’s instructions (Stemcell Technologies). Isolated primary CD8^+^ or CD4^+^ T cells were activated in vitro for 18 h with plate-bound anti-CD3 (10 μg ml^−1^; Biolegend) and anti-CD28 (5 μg ml^−1^; Biolegend) antibodies in Click’s medium at 37 °C and 5% CO_2_ incubator. Activated CD8^+^ or CD4^+^ T cells were ready for further experiments. A naive CD8^+^ T cells control was maintained in Click’s medium containing 10 ng ml^−1^ IL-7 (BioLegend).

### Flow cytometry

Mouse primary cells isolated from tumour, spleen and dLNs were stained with fluorescent antibodies and analysed by flow cytometry.

For experiments with live/dead criteria, cells were first stained with Fixable Viability Dyes (FVD) (Thermo Fisher Scientific) according to the manufacturer’s instructions. Subsequent surface marker staining was performed in Flow Cytometry Staining Buffer (Thermo Fisher Scientific). Intracellular staining for flow panels containing nuclear proteins was performed using the eBioscience FoxP3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific) according to the manufacturer’s instructions. For intracellular staining of cytoplasmic proteins, the Fixation/Permeabilization Solution Kit (BD Biosciences) was used according to the manufacturer’s instructions.

For phospho-antibody staining, cells were incubated with FVD (cell viability dye) for 15 min at room temperature in a tube, re-suspended with 200 μl pre-warmed 1× BD Phosflow Lyse/Fix buffer directly into the tube, and incubated at 37 °C for 10–15 min, followed by centrifugation at 300*g* for 5 min. The resulting cell pellets were washed once with FACS buffer, permeabilized with 200 μl of BD Phosflow Perm Buffer III for 45 min on ice, and centrifuged at 300*g* for 5 min. The cell pellets were washed again with FACS buffer, centrifuged at 300*g* for 5 min, and incubated with antibodies in FACS buffer for 45 min-1hour at room temperature.

Mouse anti-CD11b antibody was used for myeloid cell (CD11b^+^) marker. After gated with CD11b^+^ cells, anti-F4/80 and Gr1 antibodies were used for macrophage (Gr1^−^F4/80^+^) markers, anti-CD11c antibody was used for dendritic cells (CD11c^+^) marker, anti-CD16 and CD63 antibodies were used for neutrophils (CD16^−^CD63^+^) markers, anti-CD14 antibody was used for monocytes (CD14^+^) marker.

Data were collected on BD LSR-Fortessa 4–15 flow cytometer or Attune NxT 4–14 and analysed using FlowJo v10.4.

### Antibodies

Rat anti-IgG2b isotype (BioXCell, BE0090; clone LTF-2; RRID:AB_1107780); mouse anti-CD8α (BioXCell, BE0061; clone 2.43; RRID:AB_1125541); mouse anti-PD-1 (BioXCell, BE0146; clone RMP1-14; RRID:AB_10949053); mouse PerCP/Cyanine5.5 anti-Ki-67 Antibody (Biolegend, 652423; clone 16A8; RRID:AB_2629530, 1:200); Brilliant Violet 605 anti-T-bet Antibody (Biolegend, 644817; clone 4B10; RRID:AB_11219388, 1:200); mouse APC anti-CD223 (LAG-3) Antibody (Biolegend, 125209; clone C9B7W; RRID:AB_10639935, 1:200); mouse Brilliant Violet 650 anti-CD223 (LAG-3) Antibody (Biolegend, 125227; clone C9B7W; RRID: AB_2687209, 1:200); mouse PerCP/Cyanine5.5 anti-CD366 Antibody (Biolegend, 134012; clone B8.2C12; RRID:AB_2632736, 1:200); PE anti-TCF1 (TCF7) Antibody (Biolegend, 655207; clone 7F11A10; RRID:AB_2728491, 1:200); human/mouse/rat FITC anti-CD278 (ICOS) Antibody (Biolegend, 313505; clone C398.4 A; RRID:AB_416329, 1:200); human/mouse FITC anti-GZMB Recombinant Antibody (Biolegend, 372205; clone QA16A02; RRID:AB_2687029, 1:200); mouse PE/Cyanine5 anti-CD69 Antibody (Biolegend, 104509; clone H1.2F3; RRID:AB_313112, 1:200); FITC anti-mouse CD63 Antibody (Biolegend, 143919; clone NVG-2; RRID:AB_2876488, 1:200); mouse APC anti-CD152 Antibody (Biolegend, 106309; clone UC10-4B9; RRID:AB_2230158, 1:200); mouse APC anti-CD279 (PD-1) Antibody (Biolegend, 135209; clone 29 F.1A12; RRID:AB_2251944, 1:200); mouse PE/Cyanine5 anti-CD4 Antibody (Biolegend, 100409; clone GK1.5; RRID:AB_312694, 1:200); mouse Brilliant Violet 421 anti-IL-2 Antibody (Biolegend, 503825; clone JES6-5H4; RRID:AB_10895901, 1:200); mouse APC anti-CD45.2 Antibody (Biolegend, 109813; clone 104; RRID:AB_389210, 1:200); mouse APC anti-IFNγ Antibody (Biolegend, 505810; clone XMG1.2; RRID:AB_315404, 1:200); human/mouse PE/Cyanine7 anti-Granzyme B Recombinant Antibody (Biolegend, 372213; clone QA16A02; RRID:AB_2728380, 1:200); mouse PerCP/Cyanine5.5 anti-TNF Antibody (Biolegend, 506321; clone MP6-XT22; RRID:AB_961435, 1:200); mouse Brilliant Violet 711 anti-CD8a Antibody (Biolegend, 100747; clone 53-6.7; RRID:AB_11219594, 1:200); mouse Brilliant Violet 421 anti-FOXP3 Antibody (Biolegend, 126419; clone MF-14; RRID:AB_2565933, 1:200); mouse APC anti-CD3 Antibody (Biolegend, 100235; clone 17A2; RRID:AB_2561455, 1:200); FITC anti-BCL-2 (Biolegend, 633503; clone BCL/10C4; RRID:AB_2028392, 1:200); mouse APC anti-CD98 (4F2) (Biolegend, 128211; clone RL388; RRID:AB_2750544, 1:200); mouse FITC anti-F4/80 Recombinant Antibody (Biolegend, 157309; clone QA17A29; RRID:AB_2876535, 1:200); mouse APC anti-Ly-6G (Gr1) Antibody (Biolegend, 127613; clone 1A8; RRID:AB_1877163, 1:200); mouse/human APC anti-CD11b Antibody (Biolegend, 101211; clone M1/70; RRID: AB_312794, 1:200); mouse PerCP anti-CD11c Antibody (Biolegend, 117325; clone N418; RRID: AB_893236, 1:200); Alexa Fluor 647 anti-mouse CD16 Antibody (Biolegend, 158021; clone S17014E; RRID: AB_2904300, 1:200); PE/Cyanine5 anti-mouse CD28 Antibody (Biolegend, 102108; clone 37.51; RRID: AB_312873, 1:200); mouse PE/Cyanine7 anti-CD14 Antibody (Biolegend, 123315; clone Sa14-2; RRID:AB_10641133, 1:200); mouse/human PE anti-Ki-67 Antibody (Biolegend, 151210; clone 11F6; RRID:AB_2716008, 1:200); PE anti-LCK Phospho (Tyr394) (Biolegend, 933103; clone A18002D; RRID:AB_2820203, 1:200); PE TOX Monoclonal Antibody (TXRX10) (Thermo Fisher Scientific, 12-6502-82; clone TXRX10; RRID:AB_10855034, 1:200); APC Phospho-CREB (Ser133) Recombinant Rabbit Monoclonal Antibody (Thermo Fisher Scientific, MA5-36992; clone CREBS133-4D11; RRID:AB_2896927, 1:200); rabbit PE Active Caspase-3 (Thermo Fisher Scientific, BDB561011; clone C92-605; RRID:AB_2033931, 1:200); rabbit PE Phospho-Stat1 (Tyr701) Recombinant Monoclonal Antibody (Thermo Fisher Scientific, MA5-37039; clone Stat1Y701-3E6; RRID:AB_2896974, 1:200); GPR43 Polyclonal Antibody (Thermo Fisher Scientific, PA5-111780; clone N/A; RRID:AB_2857189, 1:500); Biotin Monoclonal Antibody (Z021) (Thermo Fisher Scientific, 03-3700; clone Z021; RRID:AB_2532265, 1:1,000); PKA C-α Antibody (Cell Signaling Technology, 4782 S; clone N/A; RRID:AB_2170170, 1:1,000); rabbit Stat1 (D1K9Y) monoclonal antibody (Cell Signaling Technology, 14994 S; clone D1K9Y; RRID:AB_2737027, 1:1,000); mouse monoclonal anti-β-actin antibody (Sigma-Aldrich, A1978; clone AC-15; RRID:AB_476692, 1:1,000); goat anti-mouse IgG (H + L) Secondary Antibody,HRP (Thermo Fisher Scientific, 31430; clone N/A; RRID:AB_228307, 1:1,000); goat anti-rabbit I clone gG (H + L) Secondary Antibody, HRP (Thermo Fisher Scientific, 31460; clone N/A; RRID:AB_228341, 1:1,000); goat Polyclonal IFNα/β R1 Antibody (Novus, AF3039-SP; clone N/A; RRID:AB_664107); hamster Monoclonal TNF RI/TNFRSF1A Antibody (Novus, MAB430-SP; clone 55R170; RRID:AB_2208782).

### Microbiome 16S sequencing

Gut faeces of control and TVA group (7 samples per group) B16F10 tumour-bearing mice were collected at day 16, and then subjected to microbiome 16S sequencing by Zymo Research. In brief, The ZymoBIOMICS-96 MagBead DNA Kit (Zymo Research) was used to extract DNA using an automated platform. Bacterial 16S ribosomal RNA gene targeted sequencing was performed using the Quick-16S NGS Library Prep Kit (Zymo Research). The bacterial 16S primers amplified the V3-V4 region of the 16S rRNA gene. The sequencing library was prepared using an innovative library preparation process in which PCR reactions were performed in real-time PCR machines to control cycles and therefore limit PCR chimera formation. The final PCR products were quantified with quantitative PCR fluorescence readings and pooled together based on equal molarity. The final pooled library was cleaned with the Select-a-Size DNA Clean & Concentrator (Zymo Research), then quantified with TapeStation (Agilent Technologies) and Qubit (Thermo Fisher Scientific). The ZymoBIOMICS Microbial Community Standard (Zymo Research) was used as a positive control for each DNA extraction, if performed. The final library was sequenced on Illumina MiSeq with a v3 reagent kit (600 cycles). The sequencing was performed with 10% PhiX spike-in. For Bioinformatics Analysis, unique amplicon sequences variants were inferred from raw reads using the DADA2 pipeline^36^. Potential sequencing errors and chimeric sequences were also removed with the Dada2 pipeline. Chimeric sequences were also removed with the DADA2 pipeline. Taxonomy assignment was performed using Uclust from Qiime v.1.9.1 with the Zymo Research Database, a 16S database that is internally designed and curated, as reference. Composition visualization, alpha-diversity, and beta-diversity analyses were performed with Qiime v.1.9.1 (ref. ^37^).

### [^13^C_1_]TVA metabolic flux analysis by gas chromatography–mass spectrometry

One million activated mouse primary CD8^+^ T cells were cultured for 24 h in RPMI-1640 medium containing 0, 20, 50 μM [^13^C_1_]TVA (Sigma), rinsed with 0.9% saline solution, and lysed with lysis buffer (400 µl of cold methanol, 300 µl of 0.88% (w/v) KCl). Lysed cells were scraped off the plate into a glass vial, 800 µl of cold dichloromethane was added and vortexed for 15 min at 4 °C, followed by centrifugation at maximum speed for 10 min at 4 °C. Samples were kept at room temperature after centrifugation to form two distinct phases. In total, 650 µl of the bottom dichloromethane fraction was transferred into a new glass tube and dried with nitrogen gas to obtain a lipid fraction pellet. FAME Derivatization was performed as previously described^38^. In brief, the dried lipid pellet was dissolved in 100 µl of toluene, added 200 µl of 2% sulfuric acid in methanol for incubation at 50 °C overnight and then added 500 µl of 5% NaCl to extract twice with 500 µl hexane. FAME cleanup was applied if analysing animal tissues (FAME Cleanup: a Florisil column was pre-conditioned with 3 ml of hexane, added methyl ester, and eluted twice with 1 ml isohexane-diethyl ether (95:5 v/v), with drying down in between elutions). Otherwise, samples were dried down under nitrogen and re-suspended in 50 µl of hexane to load onto gas chromatography–mass spectrometry (GC–MS). Derivatized samples were injected into a GC–MS using DB-FastFAME column (Agilent Technologies, G3903-63011) installed in an Agilent GC system. TVA-FAME has retention time of 9.6 min and *m*/*z* of 264 and 292, 13C1-TVA-FAME has retention time of 9.6 min and *m*/*z* 265. Metabolite levels and mass isotopomer distributions of derivatized fragments were analysed with an in-house MATLAB script, which integrated the metabolite fragment ions and corrected for natural isotope abundances.

### Cell culture treatment

Mouse primary CD8^+^ T cells were isolated, activated, and subjected to further treatment. Treatment with SSO was performed by incubating cells with 100 μM SSO for 24 h (ref. ^39^). For inhibitor and modulator treatments, SCH-202676 (200 nM), 666-15 (100 nM), H-89 dihydrochloride (200 nM), rhosin HCl (10 μM), NFAT inhibitor (1 μM), U0126 (100 nM), ruxolitinib (100 nM), SCFA mix (10 mM), acetate (0.02, 0.2, 2, 20 mM), butyrate (0.02, 0.2, 2, 20 mM) or propionate (0.02, 0.2, 2, 20 mM) were added to medium synchronized with 20 μM TVA^40–44^ for 24 h. For TVA washing experiment, mouse CD8^+^ T cells were treated with TVA for 24 h, washed off, and then cultured for another 24 h in medium with or without TVA. For 8-Bromo-cAMP and TVA different doses treatment experiment, activated mouse CD8^+^ T cells were treated with 8-Bromo-cAMP (0.01, 0.1, 1, 10, 100 μM) or TVA (10, 20, 100, 500, 1,000 μM) for 24 h, cells were collected for p-CREB level detection. For human T cell and CD8^+^ T cell rhPD-L1 assay, activated cells were treated with 0.5 μg ml^−1^ recombinant human PD-L1 (R&D) for 72 h in the presence or absence of 20 μM TVA, followed by ELISA detection of IL-2 and TNF level.

### KAS-seq and data analysis

Mouse and human CD8^+^ T cells were isolated, activated, and treated with or without 20 μM TVA for 20 min, 40 min, and 2 h. 500 mM N3-kethoxal was then supplemented into the medium followed by brief, vigorous shaking to fully homogenize the solution. The 6-well plates were then moved into the cell incubator (37 °C, 5% CO_2_) for 10 min to promote labelling of genomic ssDNA. Cell suspensions were then transferred to 15 ml conical tubes and centrifuged at 300*g* for 5 min at 4 °C. The supernatant medium was discarded, and genomic DNA was then extracted. The ssDNA with N3-kethoxal label was biotinylated, enriched, and fragmented following the established KAS-seq protocol^15,45^. Dual index libraries were constructed for high throughput sequencing using an Accel-NGS Methyl-seq DNA library kit and then sequenced at the Genomics Facility (University of Chicago) via Illumina NovaSeq 6000 (SP flowcell, 100 bp cassette) in two separate runs. Raw sequencing data under each condition was then catenated from the two runs, and adapter trimming; read deduplication and mapping; and differential KAS-seq analysis (comparing TVA-treated to untreated cells) was performed following the KAS-pipe analysis pipeline^15,45^. Volcano plots were subsequently generated in RStudio. For GO enrichment analysis, a list of gene bodies exhibiting differential ssDNA levels following TVA treatment was generated for each timepoint. *M. musculus* and *H. sapiens* CD8^+^ T cell KAS-seq data were assessed separately. The list of differentially expressed gene bodies was then submitted for GO enrichment and visualization, which was performed via the Gene Ontology project^18,19^ and REVIGO^46^ and Cytoscape^47^, respectively.

### Phospho-antibody array

To analyse signaling pathways, mouse primary CD8^+^ T cells were isolated, activated, and treated with TVA for indicated time, followed by Phospho Antibody Array (R&D Systems) according to the manufacturer’s instructions. The quantification for pixel density in each spot of the array was carried out by subtracting background signals from the spot intensity using software ImageJ (ImageJ, RRID: SCR_003070).

### Quantitative real-time PCR

Total RNA was extracted with TRIzol Reagent (Invitrogen) and then used for synthesizing the first strand cDNA with PrimeScript 1st strand cDNA Synthesis Kit (Takara) according to the manufacturer’s instructions. Quantitative RT–PCR was conducted with iTaq Universal SYBR Green Supermix (Bio-Rad).

### RNA-mediated interference with Accell siRNA

Mouse primary CD8^+^ T cells were isolated and cultured in replete medium (RPMI-1640 medium or Click’s medium containing 15% FBS, 55 µM 2-mercaptoethanol, 2 mM glutamine, penicillin/streptomycin, and either PHA, CD3 or IL-2) for 24 h, followed by incubation with Accell delivery mix (Accell siRNA Delivery Media (Horizon Discovery) with 1 μM siRNA, 20 IU ml^−1^ IL-2 and 1% FBS) for 72 h. Cells were collected for subsequent function analysis as well as depletion efficiency validation using RT–PCR.

### RNA sequencing

To check the effect of TVA treatment on gene expression of mouse CD8^+^ T cells, primary mouse CD8^+^ T cells were isolated, activated, and then treated with or without 20 μM TVA (TVA group versus control group) for 24 h, followed by RNA extraction using the PureLink RNA Mini Kit as the manufacturer’s instructions. RNA samples in triplicate were used for Illumina Next Generation Sequencing. To check effect of *Creb1* knockdown on TVA-dependent CD8^+^ T cell gene expression changes, mouse primary CD8^+^ T cells were isolated, activated, and then transfected with siNTC or si*Creb1* using Accell siRNA method, followed by treatment with or without 20 μM TVA for 24 h. RNA samples from four groups (siNTC, siNTC+TVA, si*Creb1*, si*Creb1* + TVA) were extracted and used for Illumina Next Generation Sequencing. Data processing and analysis were performed as previous described^48^.

### cAMP level

Mouse primary CD8^+^ T cells were isolated, activated, and then treated with 20 μM TVA for 0, 20 min, 40 min, and 2 h. cAMP-Screen Cyclic AMP Immunoassay System (Fisher Scientific Company) was used to check cAMP level according to the manufacturer’s instructions.

### [^13^C]Fatty acid tracing in vitro

Activated mouse primary CD8^+^ T cells were cultured for 6 or 24 h in Click’s medium with or without glucose, containing either 20 μM ^13^C_1_-TVA or 20 μM _13_C_1_-palmitate acid. The cells were then rinsed with 0.9% saline solution and lysed using lysis buffer (500 μl of 80% cold methanol). Samples were either freeze/thawed in N_2_/Ice or sonicated. Following this, 400 μl of dichloromethane was added and vortexed for 60 s. The mixture was then set on ice for 10 min to initiate partition, followed by centrifugation at 2,000*g* for 15 min at 4 °C. The polar (top) layer was carefully removed into a separate labelled tube and frozen, while the organic layer was dried down using N_2_ stream. After drying, 40 μl of methoxyamine (10 mg ml^−1^) in pyridine was added to each tube of dried, extracted metabolites. The solids were then re-suspended with sonication/vortexing and centrifuged briefly to remove insoluble debris. The pyridine solution was then transferred to autoinjector vials containing an insert and cooked at 70 °C for 10–15 min. Subsequently, 80 μl of TBDMS was added, briefly vortexed, and then cooked for 1 h at 70 °C. Finally, the samples were loaded for injection onto the GC–MS.

### Seahorse fatty acid oxidation assay

Mouse primary CD8^+^ T cells were isolated, activated, and then treated with 20 μM TVA or palmitic acid. The impact of TVA or palmitic acid treatment on FAO via assessing changes in OCR was checked by Seahorse XF Long Chain Fatty Acid Oxidation Stress Test Kit (Agilent Seahorse XF Sub OX) according to the manufacturer’s instructions.

### Ca^2+^ level of CD8^+^ T cells

Mouse primary CD8^+^ T cells were isolated, activated, and then treated with TVA or SCFAs for 24 h. Bound and unbound Ca2+ levels were measured by Fluo-4 kit (Thermo Fisher Scientific) and Fura-2 kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### CRISPR editing of mouse OT-I cells

CRISPR editing of mouse primary CD8^+^ T cells was performed as previously described^34^. In brief, LMPd-sgNTC-mPGK-Ametrine, LMPd-sgGPR43#1-mPGK-Ametrine, LMPd-sgGPR43#2-mPGK-Ametrine, and LMPd-sgGPR43#3-mPGK-Ametrine were generated and co-transfected with pCL-Eco (Addgene, 12371) into Plat-E cells using TransIT-LT1 transfection reagent to produce retrovirus. Virus harvest medium was changed 18 h after transfection and then collected 48 h later. Primary Cas9-expressing OT-I (Cas9;OT-I) cells were derived from the spleen and peripheral lymph nodes of Cas9;OT-I mice by magnetic bead purification using EasySep Mouse T Cell Isolation Kit according to the manufacturer’s instructions (Stemcell Technologies). In total, 2–5 million Cas9;OT-I cells were activated, placed into one well of 24-well plate, and supplemented with retrovirus supernatant containing 10 μg ml^−1^ polybrene, followed by spin infection (800*g*, brake 3) for 3 h. After infection, cells were moved to 37 °C cell culture incubator for another 2 h and then changed with new complete Click’s medium (containing 20 IU ml^−1^ human IL-2, 2.5 ng ml^−1^ mouse IL-7, 25 ng ml^−1^ mouse IL-15) for 72 h. Cells were harvested, sorted with flow cytometry to enrich virus-transduced cells (Ametrine-positive), and subjected to subsequent function analysis as well as knockout efficiency validation using reverse transcription with PCR.

### Pull-down assay to identify the crosslinked protein-TVA complexes

Mouse primary CD8^+^ T cells were isolated and activated. 10 million cells were collected, pelleted, and re-suspended in 0.3 ml ice-cold PBS containing EDTA-free protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, A32961), followed by sonication on ice. Control probe N-1 or TVA Probe 3 was added and incubated at 37 °C for 2 h under dark conditions. After probe labelling, the sample was irradiated under 365 nm UV light for 6 min on ice, diluted with 1% SDS and sonicated on ice. The proteome concentration was determined using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) on a microplate reader (Bio-Rad) and normalized to 1.5 mg ml^−1^. 700 µl protein sample was conjugated with a biotin tag by click chemistry (100 μM biotin-azide, 100 μM TBTA, 1 mM CuSO_4_ and 1 mM TCEP) in the dark at room temperature for 1 h. The sample was added 4 volumes of acetone, chilled to −20 °C, vortexed, and then incubated for 3 h at −20 °C to completely precipitate the proteins and remove unreacted biotin-azide. The sample was centrifuged at 17,000*g* for 15 min at 4 °C to pellet the precipitated proteins. The resulting protein pellets were resolved in 1% SDS by sonication, PBS was added to dilute the concentration of SDS to 0.2% and then added 60 µl pre-washed high-capacity streptavidin C1 beads, followed by incubation overnight at 4 °C with rotation. The beads were washed 3 times with 0.1% SDS in PBS and once with PBS, 2× SDS sample buffer was added and boiled for western blot analysis of TVA-binding proteins.

### Co-culture assay with Blinatumomab

The RS4;11 target cells were stained using the CellTrace Far Red Cell Proliferation Kit (Invitrogen, C34564), and then co-cultured for 24 h with PBMC in flat bottom 24-well plate at a 1:5 ratio (2 × 10^5^ target cells to 10^6^ PBMC) at indicated concentrations of Blinatumomab (0, 10, 100, 1,000 pg ml^−1^) derived from the leftover of infusions (provided by the laboratory of W.S.). The cell mixture was re-suspended in a flow cytometry staining buffer, stained using a Fixable Viability Dye780 (R&D), and then analysed by flow cytometry.

### CAR-T cell expansion assay

In total, 63,000 anti-human CD19-CD28z-GFP CAR-T cells (provided by the laboratory of J.K.) were cultured in T cell expansion medium (StemCell) with IL-7 (5 ng ml^−1^) and IL-15 (5 ng ml^−1^) in the presence or absence of 20 μM TVA. Medium was changed to fresh medium (with IL-7 and IL-15 in the presence or absence of 20 μM TVA) in Day 2, 5, 7 and 9. Cell number was counted on the days 7, 9 and 10.

### Quantification and statistical analysis

All statistical analyses were performed using GraphPad Prism 9. Unpaired two-sided Student’s *t*-test was subjected to data statistical analysis, except a two-way ANOVA test was performed for cell proliferation assay and tumour growth analysis. *P* values less than 0.05 were considered significant. Data with error bars represent mean ± s.d., except for cell proliferation and tumour growth curves which represent mean ± s.e.m. All data figures are representative of at least three independent experiments, or two independent experiments (Extended Data Fig. 4h, right). All attempts at replication were successful.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06749-3.

### Supplementary information

Supplementary Information This file contains Supplementary Figs. 1 and 2. Supplementary Fig. 1: Gating strategies for flow cytometry analysis of intratumoral immune cells from tumours (**a**) and immune cells from spleen or dLN (**b**). Supplementary Fig. 2: Uncropped immunoblot images with size marker indications.

Reporting Summary

Supplementary Table 1 Summary of human circulating nutrients (633 in total).

Supplementary Table 2 Circulating nutrient library for screens.

Supplementary Table 3 1st screen 1a summary.

Supplementary Table 4 1st screen 1b summary. Student’s two-sided unpaired *t*-test.

Supplementary Table 5 Summary of second screen results.

Supplementary Table 6 Phospho-antibody array- TVA 40 min, 2 h, 6 h, 24 h. Student’s two-sided unpaired *t*-test.

Supplementary Table 7 DEGs only in siNTC + TVA group.

Supplementary Table 8 CAR-T therapy patient sample information.

Supplementary Table 9 Diet formula of control, TVA and CVA diets.

### Source data

Source Data Fig. 1

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

Source Data Extended Data Fig. 11

Source Data Extended Data Fig. 12

## Data Availability

The 16S amplicon sequencing data have been deposited at the Gene Expression Omnibus (GEO) with the accession number GSE202266. The KAS-seq data have been deposited at the GEO repository with the accession number GSE202730. The RNA-seq data have been deposited at the GEO repository with the accession number GSE202276 and GSE202274. All data supporting the findings of this study are available within the Article and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Trans-vaccenic acid reprograms CD8+ T cells and anti-tumour immunity
**Source:** Nature. 2023 Nov 22;623(7989):1034–43. doi: 10.1038/s41586-023-06749-3
**Supplement:** Supplementary file 11 — Diet formula of control, TVA and CVA diets.

**Supplementary Table 9 |** **Diet formula**

| **Groups** | **CON** | | **TVA** | | **CVA** | |
| --- | --- | --- | --- | --- | --- | --- |
| % | gm | *kcal* | gm | *kcal* | gm | *kcal* |
| **Protein** | 19 | ***20*** | 19 | ***20*** | 19 | ***20*** |
| **Carbohydrate** | 67 | ***70*** | 67 | ***70*** | 67 | ***70*** |
| **Fat** | 4 | ***10*** | 4 | ***10*** | 4 | ***10*** |
| Total |  | *100* |  | *100* |  | *100* |
| kcal/gm | 3.8 |  | 3.8 |  | 3.8 |  |
|  |  |  |  |  |  |  |
| **Ingredient** | **gm** | ***kcal*** | **gm** | ***kcal*** | **gm** | ***kcal*** |
| Casein | 200 | *800* | 200 | *800* | 200 | *800* |
| L-Cystine | 3 | *12* | 3 | *12* | 3 | *12* |
|  |  |  |  |  |  |  |
| Corn Starch | 506.2 | *2025* | 506.2 | *2025* | 506.2 | *2025* |
| Maltodextrin 10 | 125 | *500* | 125 | *500* | 125 | *500* |
| Sucrose | 68.8 | *275* | 68.8 | *275* | 68.8 | *275* |
|  |  |  |  |  |  |  |
| Cellulose | 50 | *0* | 50 | *0* | 50 | *0* |
|  |  |  |  |  |  |  |
| Soybean Oil | 25 | *225* | 25 | *225* | 25 | *225* |
| Lard | 20 | *180* | 20 | *180* | 20 | *180* |
|  |  |  |  |  |  |  |
| Mineral Mix S10026 | 10 | *0* | 10 | *0* | 10 | *0* |
| DiCalcium Phosphate | 13 | *0* | 13 | *0* | 13 | *0* |
| Calcium Carbonate | 5.5 | *0* | 5.5 | *0* | 5.5 | *0* |
| Potassium Citrate, 1 H2O | 16.5 | *0* | 16.5 | *0* | 16.5 | *0* |
|  |  |  |  |  |  |  |
| Vitamin Mix V10001 | 10 | *40* | 10 | *40* | 10 | *40* |
| Choline Bitartrate | 2 | *0* | 2 | *0* | 2 | *0* |
|  |  |  |  |  |  |  |
| Trans Vaccenic Acid | 0 | *0* | 10.66 | *0* | 0 | *0* |
| Cis Vaccenic Acid | 0 | *0* | 0 | *0* | 10.66 | *0* |
|  |  |  |  |  |  |  |
| FD&C Yellow Dye #5 | 0.04 | *0* | 0 | *0* | 0.05 | *0* |
| FD&C Red Dye #40 | 0 | *0* | 0.05 | *0* | 0 | *0* |
| FD&C Blue Dye #1 | 0.01 | *0* | 0 | *0* | 0 | *0* |
|  |  |  |  |  |  |  |
| **Total** | **1055.05** | ***4057*** | **1065.71** | ***4057*** | **1065.71** | ***4057*** |
|  |  |  |  |  |  |  |
| % Compound | **0** |  | **1.00** |  | **1.00** |  |

How the deposited data were processed for this re-analysis (not part of the article)

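RNA-seq was measured in mouse primary CD8+ T cells that were activated, transfected with siNTC or si*Creb1*, and treated with or without 20 μM TVA for 24 h. There were 4 groups (siNTC, siNTC plus TVA, si*Creb1* and si*Creb1* plus TVA) with 3 libraries each. The authors deposited FPKM values, one file per library, for 54532 genes with their Ensembl identifiers, positions, lengths and biotypes. FPKM values are read counts scaled by gene length and library size, made by the authors before they deposited the files. The paper's methods refer to an earlier study for the processing and its text names no aligner, counting program, annotation release or between-library normalization. Of the listed genes 54409 are in GENCODE vM21 and 53462 (98.3%) have the same chromosome, start and end there, so the positions are those of GRCm38.

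FPKM multiplied by the listed gene length was a whole multiple of one step per library for at least 99.995% of the genes above 0. Dividing by the step gave between 16660234 and 24602484 recovered reads per library, with a median of 20759165 over all 12 libraries. The library size implied by the step was between 0.987 and 1.017 times the sum of the recovered reads, so a small factor between libraries is already in the deposited FPKM. Pairs of replicates differed by 3.54 to 5.29 times the variance of counting error alone (12 pairs), so the spread between libraries sets the precision more than the depth does.

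The 11550 genes with a mean FPKM of at least 1 over the 12 libraries were tested on log2(FPKM + 1) with limma 3.58.1 (lmFit, contrasts.fit, eBayes with a mean-variance trend) in R 4.3.3. One fit with a coefficient per group gave 5 comparisons: TVA in siNTC cells, TVA in si*Creb1* cells, si*Creb1* against siNTC without TVA, the same with TVA, and the interaction. P-values were Benjamini-Hochberg adjusted over the tested genes with a threshold of 0.05. Genes changed only in siNTC plus TVA cells were those that differed from each of the 3 other groups in one direction with an unadjusted p under 0.05, because Supplementary Table 7 of the paper lists unadjusted p-values (the largest is 0.0498894) and no minimum fold change. Gene lists were tested with limma's camera (inter-gene correlation 0.01). GSEA was run with fgsea 1.28.0 as an alternative, with the Reactome mouse pathways shipped with it, whose Entrez identifiers were paired with the deposited Ensembl identifiers. Random lists (10000) replaced each gene by one within 50 ranks of mean expression. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and files were read with data.table 1.17.8.

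The replicate numbers 1, 2 and 3 come from the sample labels, which number the libraries of each group alike. Neither the labels nor the paper's text says whether same-numbered libraries share a mouse. The fit reported first has no block, and each fit was also made with the replicate number as a block.

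The text names *Creb1*, every gene the paper names for this experiment, and per comparison the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 whose libraries do not overlap between the groups. Members of the gene lists may also be named. The genes the paper names for its earlier RNA-seq experiment are reported apart. This rule, the comparisons, their tests and all alternatives but one were set before the data were examined. The alternatives were a pseudocount of 0.1, all 29700 genes above 0 in at least 1 library, the 7480 genes with a mean FPKM of at least 5, quantile normalization, rescaling to TPM, the replicate block, no mean-variance trend, limma-voom on the recovered reads, a fit of only the libraries compared, other definitions of the genes changed only in siNTC plus TVA cells, other gene set tests, other settings of the principal component analysis, and leaving out each library in turn. Limma-voom on the recovered reads of all genes above 0 was added after seeing the data. TPM was computed from the FPKM values.

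The fits were tested on simulated data with 200 changed genes, of which 194 were among the 11461 simulated genes tested. With 3 libraries per group, 158 of the 194 (81.4%) were recovered for TVA in siNTC cells with 12 false calls, and a comparison without change gave 0 calls. The interaction recovered 66.5% with 11 false calls. The rule on all 3 other groups recovered 96 of 102 raised genes with 17 false calls and 84 of 92 lowered genes with 34 false calls. Each simulated change was set larger than 0.24, the median TVA effect on the 852 genes called in siNTC cells. The recovered shares thus do not measure the sensitivity to changes of the real size. Camera called a simulated lowered list of 40 genes, with a mean log2 fold change of −0.24, and did not call an unchanged one of 39. In si*Creb1* plus TVA against siNTC plus TVA cells the real means were smaller, at −0.12 (E2F), −0.06 (effector) and −0.02 (MYC).

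GO categories and the gene set collection of the paper were not used here, and the functional assays, the other sequencing experiments and the human data of the paper were not analysed here.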

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

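The test of the fatty acid gene lists was set in advance, and the other tests in this part were chosen only after the result was seen.

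The TVA effect on RNA levels differed between siNTC and si*Creb1* cells for 259 of 11550 genes (interaction, Benjamini-Hochberg adjusted p under 0.05 from limma, 1657 at an unadjusted p under 0.05), 206 with a lower and 53 with a higher value in si*Creb1* cells. The replicate block gave 195 genes, 178 of them among the 259. Regrouping the residuals of a model without interaction gave as many genes in 1 of 100 groupings, the real one included, and the largest other count was 2. This way of regrouping was chosen after a first way gave as many in 3 of 98 groupings, 2 of which kept the libraries on the same sides of the interaction, with a largest other count of 576. At equal read depth, with reads drawn down to between 16657393 and 16662772 per library, 235 genes had an interaction (218 shared), so depth did not account for it. After removal of the trend with GC content and gene length, 272 genes had one (226 shared). Of 15 B cell and myeloid markers, 1 (*Cd14*, named after its values were seen) was lower with TVA without overlap in siNTC and higher without overlap in si*Creb1* cells, at 0 to 15 reads per library. In one comparison 10% of markers part by chance, and none of the other markers moved opposite ways. By this 1 marker a contribution of another cell type was not excluded, and how many of the 259 genes it could reach was not tested. A candidate explanation beside it is that part of the TVA response needs *Creb1*.

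The interaction of the E2F list was −0.36, with 96 of 98 genes lower (camera, Benjamini-Hochberg adjusted p = 1.22e-63 from limma). It was −0.06 for the MYC list (40 of 56 lower, Benjamini-Hochberg adjusted p = 8.14e-05 from limma's camera) and −0.08 for the effector list (24 of 37 lower, Benjamini-Hochberg adjusted p = 0.00131). It was 0.09 for the cAMP-CREB response list (13 of 18 higher, Benjamini-Hochberg adjusted p = 0.00387) and −0.13 for the SREBP lipid synthesis list (30 of 33 lower, Benjamini-Hochberg adjusted p = 7.7e-08). With the replicate block these adjusted p-values were 1.61e-58, 0.000124, 0.00123, 0.00472 and 7.78e-08. These directions held with TPM, quantile normalization and limma-voom. The cAMP-CREB list changed by −0.11 with TVA in siNTC cells and by −0.14 with *Creb1* knockdown without TVA. Without TVA the E2F list was 0.24, the MYC list 0.04 and the SREBP list 0.11 higher in si*Creb1* than in siNTC cells. Whether these higher starting levels shape the responses of the lists to TVA was not tested. The technical tests above were run on the gene count and not on each list.

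Genes of fatty acid handling, which the paper does not discuss for this experiment, changed with TVA in each siRNA arm. The mean of the SREBP lipid synthesis list was −0.18 in siNTC (30 of 33 genes lower) and −0.31 in si*Creb1* cells (32 lower). The mean of the PPAR and fatty acid oxidation list was 0.18 in siNTC (13 of 18 higher) and 0.19 in si*Creb1* cells (14 higher), with an interaction of 0.01 (camera, Benjamini-Hochberg adjusted p = 0.889 from limma). The SREBP list fell more in si*Creb1* than in siNTC cells, by the interaction of −0.13 given above. Without TVA it was 0.11 higher in si*Creb1* than in siNTC cells (camera, Benjamini-Hochberg adjusted p = 6.33e-06 from limma). With TVA this difference was −0.02 (camera, Benjamini-Hochberg adjusted p = 0.671), and the library means overlapped. The larger fall thus went with a higher starting level. The test set for TVA taken up as a fatty acid required a change of both lists in both arms, and the largest of the 4 camera p-values was 0.00017. After removal of the trend with GC content and gene length the camera p of the SREBP list in siNTC cells was 5.96e-16 and that of the PPAR list 0.000309. The ratio of reads with to without TVA was 0.946 in siNTC and 1.08 in si*Creb1* cells, opposite ways for changes in one direction. Over the scalings (TPM, quantile normalization, limma-voom) neither list changed direction, and the values nearest to 0 were −0.18 for the SREBP list and 0.17 for the PPAR list. None of the B cell and myeloid markers moved the same way with TVA in both arms (count of 0; of 15, 2 differed in siNTC and 4 in si*Creb1* cells, with 10% by chance). A count near 0 is also what chance gives, and many of these markers have few reads, so this test is weak. The 4 in si*Creb1* cells (*Igkc*, *Lyz2*, *Csf1r* and *Cd14*, named after their values were seen) were all higher with TVA. The 2 in siNTC cells (*Ighm* and *Cd14*, named in the same way) were lower with TVA. The tests of GC content and gene length, depth and scaling went against these explanations, and the changes cannot be told apart from a contribution of another cell type. The values fit the hypothesis set in advance, that TVA may act as a fatty acid on PPAR and SREBP target genes in both siRNA arms. The difference in size between the arms for the SREBP list was not part of it. Uptake of TVA itself was not measured here. In the paper labelled TVA entered CD8+ T cells, but no label was found in citrate and oxygen consumption did not change. The paper concludes that TVA acts mainly outside these cells.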

How the results depend on the processing

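The regroupings for the comparisons of 2 groups and for Supplementary Table 7 were chosen only after the result was seen, as was limma-voom on all genes above 0.

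The count for siNTC plus TVA against siNTC (852) was 563 with all genes above 0, 556 with TPM, 368 with only the libraries compared and 2417 at an unadjusted p under 0.05. For si*Creb1* plus TVA against si*Creb1* (62) it was 37 with TPM, 34 with the replicate block, 161 with limma-voom, 179 with limma-voom on all genes, 39 with only the libraries compared and 1106 unadjusted. For si*Creb1* against siNTC (1586) it was 992 with all genes, 817 with only the libraries compared and 3248 unadjusted. With TVA (1172) it was 683 with all genes, 740 with TPM and 3029 unadjusted. The interaction (259) gave 152 with TPM, 449 with limma-voom and 1657 unadjusted. Leaving out one library gave 558 to 708, 30 to 44, 1020 to 1271, 599 to 757 and 168 to 237 genes in the same order, of which 518 to 600, 29 to 37, 977 to 1115, 564 to 682 and 158 to 198 were shared with the fit of all libraries. TPM moved the share of higher genes from 60.9% to 72.3% with TVA in siNTC cells and from 47.5% to 75.4% in si*Creb1* against siNTC. With TVA the latter moved from 45.7% to 83.8%, where quantile normalization gave 63.8%, so the balance of directions depends on the scaling. In the comparisons of si*Creb1* with siNTC, TPM moved the median of all tested genes from −0.001 to 0.043 and, with TVA, from −0.012 to 0.037. A shift of all genes thus went with the change of balance in these comparisons. For TVA in siNTC cells the median hardly moved (−0.006 to −0.005). The cause there and that with quantile normalization were not tested.

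The genes higher only in siNTC plus TVA cells (329) numbered 121 with TPM, 88 with an adjusted p in each comparison and 1038 when no change in si*Creb1* cells was the rule. The lower genes (251) numbered 39 and 969 under the last 2 of these. Leaving out one library gave 278 to 330 and 206 to 257. Of the Supplementary Table 7 genes, 257 to 443 were called over the alternatives and 313 to 325 without one library (371 with all). Their median TVA effect in si*Creb1* cells (0.02) was 0.025 with quantile normalization and 0.015 to 0.022 without one library.

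In si*Creb1* plus TVA against siNTC plus TVA cells the E2F list kept its direction and side of 0.05 in all 16 alternatives, from −0.13 to −0.07 where a mean was computed, and from −0.12 to −0.11 without one library. The MYC list (−0.02) was −0.02 and past 0.05 with all genes above 0, 0.01 with quantile normalization, 0.03 with TPM, −0.05 and past 0.05 with limma-voom on all genes, −0.02 and past 0.05 with fry, and −1.42 as a GSEA score past 0.05. It was −0.02 without any one library. The effector list (−0.06) was not past 0.05 among genes with a mean FPKM of at least 5 (−0.07), with quantile normalization (−0.05), with TPM (−0.02) and with the correlation estimated from the list (−0.06). It was 0.02 with limma-voom on all genes, and −0.07 to −0.06 without one library, where the call was not kept in each fit. Beyond the shift of all genes with TPM, the cause was not tested.

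The first principal component (24.3%) held 16% with all genes, 17.4% unscaled, 13.8% with 500 genes, 22.9% with quantile normalization and 24.3% to 25.9% without one library. The fold change of *Creb1* was −2.92 to −2.27 over the alternatives and −2.37 to −2.2 without one library, and its call never changed. *Ilf2* in si*Creb1* plus TVA against siNTC plus TVA cells turned to 0.04 with TPM and ranged from −0.04 to 0.03 without one library. *Tbx21* ranged from −0.02 to 0.09 there and from −0.03 to 0.14 for TVA in si*Creb1* cells. *Tnf* for TVA in si*Creb1* cells ranged from −0.09 to 0.07 and *Batf* for TVA in siNTC cells from −0.06 to 0.03. Of the other values of named genes 925 stayed on their side, 210 were weaker, 7 stronger and 10 turned, the last being those above. *Il18* and *Ebi3* lie below the filter, so only alternatives with all genes above 0 were run for them, and a minimum mean FPKM of 5 could not be run for *Bcl6*. Their 0 to 21 reads limit what can be said about these genes.

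Each comparison of 2 groups has 10 splits, 4 of which part all same-numbered pairs, so a share under 0.05 is out of reach. The real split gave the largest result (count of 1) for each of the 4 gene counts, with at most 4 genes in the others. It did so too (1 of 4) for the Supplementary Table 7 genes called (24 at most in the others) and for their TVA effect in si*Creb1* cells (0.011), and for the size of the E2F (0.053 in the others against 0.116), MYC (0.019 against 0.019 after rounding) and effector lists (0.043 against 0.063). For the genes higher or lower only in siNTC plus TVA cells, 4 of 100 regroupings within replicate numbers gave as many. The 3 others took the siNTC libraries as the group, with up to 500 and 489 genes, and mixed groups gave at most 111 and 75.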

Differences from the paper's values

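All tests named in this part were set before the data were examined, except limma-voom on all genes above 0.

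The rule on all 3 other groups gave 251 genes lower only in siNTC plus TVA cells against the paper's 139. Of the alternatives set before the data were examined, a mean FPKM of at least 5 (202) and the fit without si*Creb1* plus TVA replicate 2 (206) came within 1.5 times the paper's count, the limit used for counts and shares here, and both stayed above it. A pseudocount of 0.1 (261), all genes above 0 (292), quantile normalization (292), TPM (290), the replicate block (235), no mean-variance trend (225), limma-voom (246), an adjusted p (39), the other 2 rules (375 and 969), protein-coding genes only (215) and the other fits without one library (up to 257) did not. Of the paper's 139 genes 52 met the rule. For the higher genes the rule gave 329 against the paper's 312, which does not count as a difference. Protein-coding genes only, and the fit without siNTC replicate 3, gave 312, but only 88 of the upregulated genes in Supplementary Table 7 met the rule.

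The log2 fold change of *Ebi3* was 0.49 against the paper's 1.821. *Ebi3* lies below the filter, so its value was computed with all genes above 0, and none of the alternatives set before the data were examined was run that could move it. The ratio of its mean FPKM was 3.48. Limma-voom on all genes above 0, chosen after seeing the values, gave 1.78.

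The log2 fold change of *Bcl6* was −0.31 against the paper's −0.534. A pseudocount of 0.1 (−0.5), TPM (−0.43) and limma-voom (−0.52), all set before the data were examined, closed the gap. Quantile normalization (−0.33) and the fits without one library (−0.36 to −0.25) did not. All genes above 0, the replicate block, no mean-variance trend and only the libraries compared leave the difference of the means as it is (−0.31), so they could not close it. The limit for log2 values was the SD of the replicates.

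The first principal component held 24.3% of the variance against the paper's about 14% in Fig. 3a, read by eye. Of the alternatives set before the data were examined, all genes above 0 (16%), unscaled values (17.4%) and the 500 most variable genes (13.8%) closed the gap, and a pseudocount of 0.1 (24.3%), quantile normalization (22.9%) and the fits without one library (up to 25.9%) did not.

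The paper reports MYC targets among the sets lowered by *Creb1* knockdown under TVA. The MYC set was −0.02 (camera p = 0.122; exact permutation test of library means, p = 0.1), and it passed 0.05 with all genes above 0 (0.00304), fry (0.00523), GSEA (0.0459) and, chosen after seeing the values, limma-voom on all genes (0.0169). The paper reports apoptosis and chromatin organization among the downregulated genes, where 3 genes of Reactome Apoptosis (Fisher's exact p = 0.133) and 2 of Chromatin organization (Fisher's exact p = 0.692) were found. The paper lists *Il18*, *Ebi3*, *Tbx21*, *Ilf2* and *Bcl6* as changed by TVA, by an unadjusted p. *Tbx21* (0.235), *Ilf2* (0.16) and *Bcl6* (0.0672) were not past a Benjamini-Hochberg adjusted p of 0.05 from limma, and *Il18* and *Ebi3* were below the filter. Limma-voom (0.0219) and no mean-variance trend (0.0362) called *Bcl6*, and limma-voom on all genes above 0, chosen after seeing the values, called *Il18* (0.0362).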

Other observations

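The tests of sex, interferon response and B or myeloid cells were fixed in advance, and the other tests in this part were chosen only after the result was seen.

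The si*Creb1* libraries differed from the siNTC libraries in 1586 genes without TVA, more than TVA changed in siNTC cells (852). Of the B cell and myeloid markers 1 (*Ighm*, named like *Xist* after its values were seen) parted all 6 siNTC from all 6 si*Creb1* libraries, at group means of 346, 316, 298 and 293 FPKM, so a different share of B or myeloid cells may remain as an explanation. Of the 5 sex markers 1 (*Xist*) did so, at 39.2, 50.9, 55.2 and 60.2 FPKM. The 4 Y-linked genes had 0 reads in every library and *Xist* also rose with TVA in each arm, which goes against mice of different sex. The interferon response list was 0.09 higher in si*Creb1* than in siNTC cells (camera p from limma 0.000102; exact permutation test of library means, p = 0.1), so a response to the siRNA itself could contribute. GC content and gene length held 8.47% of the variance of the fold changes (2.31% for TVA in siNTC cells), which leaves most of it. The lowest depth of a si*Creb1* library was 1.0001 times the highest of a siNTC library, and at equal depth 1478 genes differed (1375 shared), so depth does not account for the count. Of the 25 interferon genes tested 7 were among the 1586. The interferon response and other cells were not excluded as contributions beside *Creb1* loss, and their share of the 1586 genes was not tested.

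Changes with TVA in siNTC cells and with *Creb1* knockdown without TVA pointed the same way across genes (correlation 0.491), and both use the siNTC libraries as the control. With separate siNTC libraries for each change the correlation was 0.091 to 0.134, so the shared siNTC libraries may account for much of the correlation but not for all of it. TVA effects in the 2 arms, which share no library, had a correlation of 0.045.

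Of the TVA effect on the 852 genes called in siNTC cells, 14.2% was left in si*Creb1* cells (median, 579 genes in the same direction, 237 with an interaction). For the Supplementary Table 7 genes it was 9.98%. Genes chosen without use of the si*Creb1* libraries (2182 protein-coding genes with an unadjusted p under 0.05) kept 10.4%, so a choice of genes on the si*Creb1* libraries may explain only the small difference between these values. Of the TVA effect on the 62 genes called in si*Creb1* cells, 51% was left in siNTC cells (53 in the same direction, 13 with an interaction). In each case the genes were called on the libraries that the share is taken of, so part of the drop in the other arm is built in, and how much was not tested.

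The 5 largest rises with TVA in si*Creb1* cells were *Cpt1a*, *Rhob*, *Klf11*, *Acadvl* and *Hilpda* (log2 fold changes of 0.47 to 1.38, Benjamini-Hochberg adjusted p of 6.85e-08 to 0.0023 from limma), each kept without any one library. The largest falls were *Scd1*, *Scd2*, *Gm7019*, *Lif* and *Abcg1* (−0.97 to −0.62), of which 1 (*Gm7019*) was lost without one library. *Cpt1a* had 11.7 ± 0.333, 34.5 ± 0.901, 12.2 ± 0.753 and 33.2 ± 0.844 FPKM (SD, n = 3) in siNTC, siNTC plus TVA, si*Creb1* and si*Creb1* plus TVA cells. In siNTC cells the largest rises were *Gm24097*, *Gm23493*, *Cpt1a*, *Gm25777* and *Hist1h3a* (1.16 to 1.77) and the largest falls *Trdj1*, *Mir343*, *Ighj3*, *AF357399* and *Gm43635* (−1.74 to −0.76). Of these, 3 and 4 had under 30 reads in all 6 libraries, and 4 and 4 were lost without one library. In si*Creb1* against siNTC cells they were *Gm23493*, *Traj23*, *Gm25131*, *Snora20* and *Snord7* (1.39 to 1.91) and *Trav9n-3*, *Creb1*, *Mir3060*, *Trav17* and *Cebpb* (−2.56 to −0.83). With TVA they were *Snord71*, *Gm25632*, *Mir6957*, *Gm12188* and *Traj39* (1.08 to 2.01) and *Creb1*, *Rps26-ps1*, *Gm20568*, *Gm16437* and *Map1lc3a* (−2.34 to −0.60). In each of these 2 comparisons 4 of the rises and 1 of the falls had under 30 reads in all 6 libraries. Without one library 3 and 3 of the genes were lost in the first and 5 and 4 in the second of these comparisons.

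Genes the paper names for its earlier RNA-seq changed as follows with TVA in siNTC cells: *Creb1* 0.14, *Prkaca* 0.11, *Prkacb* −0.08, *Tnf* 0.16, *Lag3* −0.10 and *Batf* −0.02 on the log2 scale, with Benjamini-Hochberg adjusted p-values from limma of 0.503, 0.473, 0.179, 0.443, 0.453 and 0.906 (over all alternatives 0.0754 to 1). Of the receptors for fatty acids, *Ffar2* had 0 to 14 reads per library, *Ffar3* and *Gpr119* had 0 reads, and *Ffar1*, *Ffar4* and *Gpr84* had 16, 5 and 4 reads in all 12 libraries. *Gpr65* had 11.5 to 13.9 FPKM.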
